# Paternal restraint stress affects offspring metabolism via ATF-2 dependent mechanisms in *Drosophila melanogaster* germ cells

**DOI:** 10.1038/s42003-020-0935-z

**Published:** 2020-05-04

**Authors:** Ki-Hyeon Seong, Nhung Hong Ly, Yuki Katou, Naoko Yokota, Ryuichiro Nakato, Shinnosuke Murakami, Akiyoshi Hirayama, Shinji Fukuda, Siu Kang, Tomoyoshi Soga, Katsuhiko Shirahige, Shunsuke Ishii

**Keywords:** Epigenetics, Metabolism, Heritable quantitative trait, Neuroscience

## Abstract

Paternal environmental factors can epigenetically influence gene expressions in offspring. We demonstrate that restraint stress, an experimental model for strong psychological stress, to fathers affects the epigenome, transcriptome, and metabolome of offspring in a MEKK1-dATF2 pathway-dependent manner in *Drosophila melanogaster*. Genes involved in amino acid metabolism are upregulated by paternal restraint stress, while genes involved in glycolysis and the tricarboxylic acid (TCA) cycle are downregulated. The effects of paternal restraint stress are also confirmed by metabolome analysis. dATF-2 is highly expressed in testicular germ cells, and restraint stress also induces p38 activation in the testes. Restraint stress induces Unpaired 3 (Upd3), a *Drosophila* homolog of Interleukin 6 (IL-6). Moreover, paternal overexpression of *upd3* in somatic cells disrupts heterochromatin in offspring but not in offspring from *dATF-2* mutant fathers. These results indicate that paternal restraint stress affects metabolism in offspring via inheritance of dATF-2-dependent epigenetic changes.

## Abstract (web summary)

Ki-Hyeon Seong et al. report that paternal environmental stress affects the metabolism of their offspring in *Drosophila melanogaster*. They exposed male flies to stress by preventing them from moving for 10 hours at a time and then measured gene expression and metabolite levels in their offspring, who showed increased expression of amino acid and one-carbon metabolism-related genes and downregulation of glycolysis and the TCA cycle.

## Introduction

Recently accumulated evidence in model organisms indicates that the epigenetic status can affect the next generations apart from DNA sequences in response to several metabolic and environmental cues of their parents^1–3^. High-fat and low-protein diet in rodents alter gene expression and cause modest change of DNA cytosine methylation in offspring^4,5^, and sugar diets alter the metabolic and histone modification status of offspring in invertebrates^6,7^. Environmental stresses, such as thermal and osmotic stress, induce epigenetic change of offspring in flies and nematodes^8,9^. Recent studies have suggested that the epigenetic inheritance mediated by paternal stresses might occur through the sperm, and that DNA methylation, histone modifications, and noncoding RNAs in sperm are implicated in the paternal transmission of epigenetic information^10,11^. Some mammalian studies indicate the effects of paternal exposure of environmental stimuli on DNA methylation status of sperm^12,13^. Recent studies also indicate the effect of changes in microRNA and tRNA fragment content in sperm by stresses and diet changes^14–16^. Although a small fraction of the genome escapes the histone/protamine replacement during spermatogenesis, the change of histone modification in testicular germ cells induce by low-protein diet is maintained in mouse sperm^17^. In *Caenorhabditis elegans*, temperature-induced epigenetic changes in heterochromatic histone H3K9 trimethylation (H3K9me3) level occurs primarily in both oocyte and sperm, and is transmitted to multiple generations^9^. These findings show that remaining histones also have the potential to transmit epigenetic information to the next generation. However, the exact genetic and mechanistic basis of environmental stress-induced epigenetic inheritance remains unclear.

Studies using *Drosophila* model have contributed greatly understanding of the epigenetic inheritance induced by parental metabolic and environmental stresses^6,8,18–20^. The DNA cytosine methylation is detected but at a quite low level^21^, and the mechanistic contribution of DNA methylation to the epigenetic inheritance has not been observed in the *Drosophila* system. On the other hand, the implications of modified histones and small RNAs for epigenetic inheritance have been demonstrated in some reports^6,8,22,23^. However, it remains still unclear how metabolic and environmental stress can transmit epigenetically to offsprings in *Drosophila*.

In recent years, new evidence has demonstrated epigenetic inheritance of acquired traits caused by parental psychological stress. The exposure to traumatic stress in early postnatal life in mice alters synaptic plasticity in the brain and induces depressive-like behaviors in their offspring^24^. F1 and F2 offspring of F0 male mice conditioned with the odor acetophenone, which activates the odorant receptor *Olfr151*, exhibit increased behavioral sensitivity to acetophenone^25^. Sperm DNA from conditioned F0 males and F1 offspring show CpG hypomethylation in the *Olfr151* gene, suggesting that paternal traumatic exposure is inherited via changes in DNA methylation of sperm DNA. In addition, early life stress of F0 male mice induced by unpredictable maternal separation and maternal stress cause depressive-like behaviors and altered microRNA expression in the sperm of F0 and F1 offspring^26^. Injection of altered microRNAs from the sperm of F0 mice into fertilized wild-type oocytes leads to similar behavioral and metabolic changes in F1 and F2 mice. Furthermore, paternal restraint stress can enhance liver gluconeogenesis in mouse offspring by increasing the level of phosphoenolpyruvate carboxykinase (PEPCK), which is associated with changes in DNA methylation of specific microRNAs in sperm to regulate PEPCK translation^27^. Together, these findings suggest that paternal psychological stress affects traits and gene expression patterns in offspring via inheritance of epigenetic change, but the mechanism remains elusive.

Transcription factor activating transcription factor 2 (ATF2), a member of the ATF/CREB (cAMP responsive element binding) superfamily, binds to the CRE (cAMP response element)^28–31^. The subfamily of ATF2 proteins are phosphorylated by stress-activated protein kinase p38 in response to various stresses, including inflammatory cytokines, oxidative stress, and psychological stress^30,31^.

Recently, we have reported that *Drosophila* dATF-2 and vertebrate ATF7, an ATF2 subfamily member, contribute to pericentromeric heterochromatin formation. Heat shock or osmotic stress induces phosphorylation of dATF-2 via p38, which causes a release of dATF-2 from chromatin, resulting in a decrease in the level of histone H3K9 dimethylation (H3K9me2) and heterochromatin disruption. Heterochromatin disruption in male germ cells by heat shock is not completely recovered and is instead transmitted to the next generation, suggesting inheritance of the heat shock stress-induced decrease in H3K9me2^8^. Thus, ATF2 subfamily proteins play a key role in the stress-induced heterochromatin disruption as a stress-responsive epigenetic regulator.

Herein, we explore the role of dATF-2 in paternal psychological stress-induced gene expression changes in *Drosophila* offspring. We demonstrate that paternal restraint stress affects the epigenome, transcriptome, and metabolome status of offspring in a dATF-2-dependent manner. Moreover, our results suggest that restraint stress-induced unpaired 3 (Upd3) activates p38 in testes and affects heterochromatin status in offspring.

## Results

### Paternal restraint stress-induced heterochromatin disruption is dATF-2-dependent

Restraint stress has long been used primarily as the preferred means to study mammalian mental disorders because it can induce strong psychological stress without pain stress^32^. To expose mice to restraint stress, animals are usually restrained in a plastic tube or bag. We used restraint stress in *Drosophila* to test whether father’s psychological stress affects offspring traits. To expose adult males to restraint stress, flies were sandwiched by soft sponge plugs for 10 h per day (Fig. 1a and Supplementary Fig. 1a, b). As controls, flies were maintained freely without medium (Supplementary Fig. 1a). Restraint stress exposure for 10 h per day once or twice did not affect lethality, while restraint stress exposure three times slightly (~20%) increased lethality (Supplementary Fig. 1c). Previously, we showed that heat shock stress disrupts heterochromatin, which is transmitted to the next generation^8^. To investigate the inheritance of restraint stress-induced heterochromatin disruption, we examined position effect variegation (PEV) using the *In(1)w*^*m4*^ line (referred to hereafter as *w*^*m4*^) as in our previous study^8^. The *w*^*m4*^ line, established by backcrossing with *w*^*1118*^ for six generations, was used in the present study. Since transient restraint stress may induce epigenetic change in specific types of testicular germ cells, such as spermatagonial stem cells and spermatocytes, we carefully controlled experimental conditions, especially the frequency of restraint stress and the timing of hatching. When male flies (F0) were exposed to restraint stress for 10 h on the 1st day only once and then mated on the 4th day, the first brood generated by mating for 3 days exhibited increased eye pigment in male F1 flies following paternal restraint stress (Fig. 1c). However, the following three successive broods did not exhibit increased eye pigment phenotype. Restraint stress exposure twice also yielded similar results (Fig. 1d). Repetitive restraint stress exposure three times resulted in relatively high amount of eye pigment not only in the first brood but also in the second and fourth broods, and third brood shows insignificant but higher eye pigment level (Fig. 1b, e). This restraint stress-induced eye pigment phenotype occurred in both F1 males and F1 females (Supplementary Fig. 1d, e). We explored whether the restraint stress-induced eye pigment phenotype might carry to the F2 generation. Paternal restraint stress did not affect the eye pigment level in the F2 offspring (Fig. 1f), and there was no additive or synergistic effect of restraint stress exposure performed for two consecutive generations (Fig. 1g). These results indicate that the paternal restraint stress-induced heterochromatin disruption is transmitted to the F1, but not to the F2 offspring. We thought that the paternal restraint stress-induced *w* expression in F1 offsprings might cause epigenetic changes in testicular germ cells of fathers, and the epigenome status might be transmitted to F1 offsprings. We examined the chromatin status of F1 males by chromatin immunoprecipitation (ChIP) assay using primer sets focused on regions around the rearranged *white* (*w*) gene in *w*^*m4*^, an rDNA coding region which is located in a heterochromatic region, and an actively transcribed euchromatic *Act5C* region as described in a previous report^33^ (Fig. 1h). We observed that the histone H3K9me2 level of the *w* gene locus was slightly but significantly reduced in F1 males derived from restraint stress-exposed father, while the level in the rDNA region did not show any change. In the *Act5c* region, the histone H3K9me2 binding was extremely low level and was not changed by paternal restraint stress. These results suggest that restraint stress can induce heterochromatin disruption by decreasing the level of histone H3K9me2 in specific types of testicular germ cells, and the degree of heterochromatin disruption appears to vary depending on the frequency of restraint stress. Thus, these results indicate that heterochromatin disruption by restraint stress is inherited by the next generation.

**Fig. 1:**
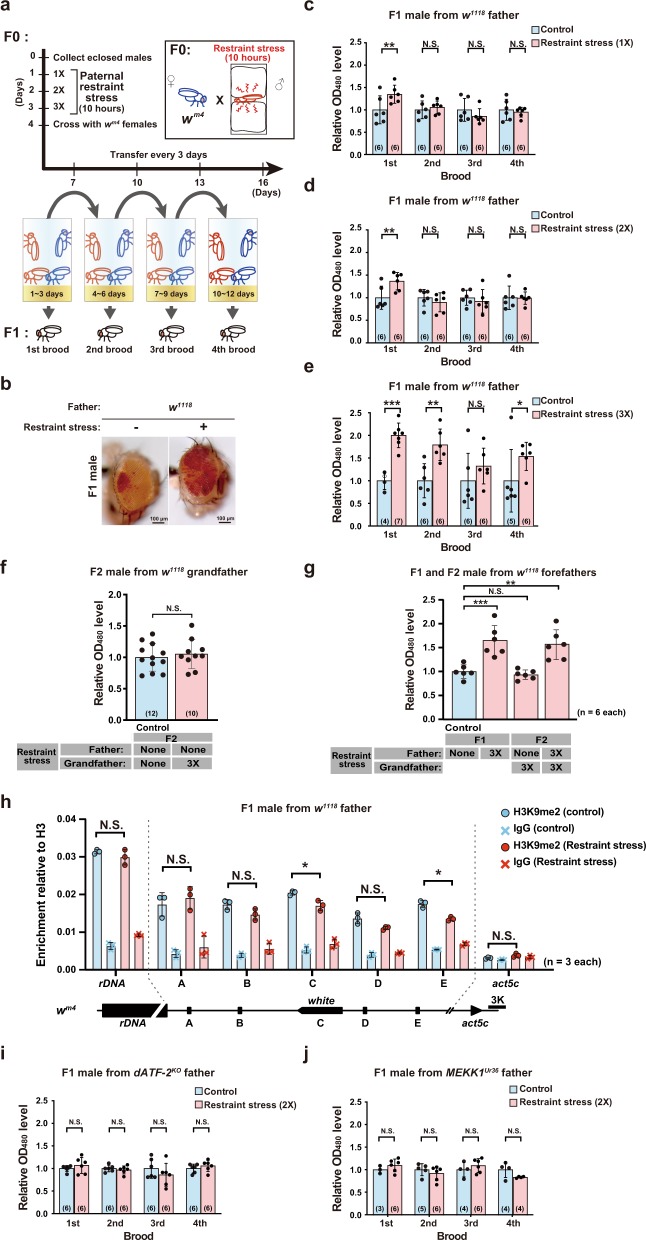
Paternal restraint stress induces heterochromatin disruption in *Drosophila* offspring. **a** Schematic diagram of the experimental design. The levels of red-eye pigment were measured in paternal restraint stress-exposed and paternal restraint stress-free (control) *w*^*m4*^ F1 progeny. *w*^*1118*^ males were exposed to restraint stress for 10 h per day, restraint stress treatment was repeated up to three times, and *w*^*1118*^ males were crossed with *w*^*m4*^ females. Parents were transferred to new vials every 3 days and removed from vials after 12 days. Red-eye pigment levels in F1 males from each brood were subsequently measured. **b** Eye phenotypes of F1 *w*^*m4*^ males derived from *w*^*1118*^ fathers with/without restraint stress. Red-eye pigment levels, measured as the absorbance/optical density (OD) at 480 nm, in F1 male progeny from fathers exposed to paternal restraint stress once (**c**), twice (**d**), or three times (**e**). The value of red-eye pigment represents relative to control of F1 male progeny, which derived from restraint stress-free fathers. Averages with standard deviation (s.d.) are shown (***p < 0.001; **p < 0.01; *p < 0.05; N.S., no significant difference, Student’s unpaired *t* test). **f** Red-eye pigment levels of F2 male derived from w^1118^ grandfather with/without restraint stress. **g** Red-eye pigment levels of F1 and F2 males derived from w^1118^ father and grandfather with/without restraint stress. **h** ChIP results performed using anti-H3K9me2, anti-H3, and control IgG. The value of *y*-axis represents the ratio of immunoprecipitated DNA with anti-H3K9me2 or control IgG to that with anti-H3 antibody. A diagram of the rearranged white locus on X chromosome is represented in the bottom panel, and target regions for ChIP assays are indicated in the diagram. Averages with s.d. are shown (*p < 0.05; N.S., no significant difference, multiple *t*-test). Red-eye pigment levels in F1 males derived from *dATF-2*^*KO*^ (**i**) and d *Mekk*^*1Ur36*^ (**j**) fathers. Averages with s.d. are shown (N.S., no significant difference, Student’s unpaired *t* test). Number of samples analyzed indicated in parentheses on each graph. See also Supplementary Fig. 1.

We previously used the *dATF-2*^*PB*^ mutant, in which dATF-2 mRNA level was severely reduced by insertion of the piggyBac transposon into the upstream of the translation initiation codon of *dATF-2*^8^. However, the *dATF-2* protein-coding region was intact in this mutant. Therefore, to examine the effects of paternal restraint stress in a *dATF-2* null mutant background, we have newly generated a *dATF-2* knockout (*dATF-2*^*KO*^) fly line by the ends-out gene targeting method (Supplementary Fig. 2)^34^. We confirmed that the *dATF-2*^*KO*^ flies also showed the same eye phenotype and increased *w* gene expression as *dATF-2*^*PB*^ in *w*^*m4*^ background (Supplementary Fig. 2f). The *dATF-2*^*KO*^ homozygous males were exposed to restraint stress twice, and then crossed with *w*^*m4*^ females. We observed the F1 offspring from the *dATF-2*^*KO*^ mutants exhibited increased eye pigment phenotype, and paternal restraint stress did not further affect the level of eye pigment (Fig. 1i and Supplementary Fig. 1f). We have performed the same experiment using *Mekk1*-deficient homozygous fathers and observed that paternal restraint stress did not increase eye pigment in their offspring (Fig. 1j and Supplementary Fig. 1g). As dATF-2 is phosphorylated by p38, which is activated by upstream kinase MEKK1 in response to various stresses, these results suggest that inheritance of restraint stress-induced heterochromatin disruption depends on dATF-2 phosphorylation by p38.

### Paternal restraint stress-induced gene expression change is a dATF-2-dependent

We next examined the effects of paternal restraint stress on gene expression patterns in offspring. To examine this under normal heterochromatin status, we used *w*^*1118*^ wild-type flies, not *w*^*m4*^ flies. Wild-type male flies were exposed to restraint stress three times and mated with wild-type females (Fig. 2a). 

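Male offspring of w1118 (wild-type) and dATF-2KO fathers were compared after 3 restraint sessions of the father, of 10 hours each, or none. The mothers were w1118 flies in every cross. Each library was made from 50 flies, which were 5 days old in the paper, 5 to 6 days old in the sample labels and 6 to 7 days old in the series description. Frozen flies were shaken to part the heads from the rest of the body. The labels list 42 libraries, with 5 per group for heads of either genotype and for other parts with dATF-2KO fathers. For other parts with w1118 fathers they list 6 unrestrained and 6 restrained libraries, where the paper's methods give 5 per group and do not say which were used. The authors mapped reads to dm3 with TopHat and estimated FPKM with Cufflinks, with a separate scaling in each of 4 tables, so genes were tested only within a table. FPKM values keep no read counts, so the depth of each library is unknown here, and the paper's methods give 1 approximate number of reads for all libraries. FPKM summed over genes ranged from 1014446 to 1055279 (median 1040790) in unrestrained libraries of other parts with dATF-2KO fathers. It ranged from 1030754 to 1112219 (median 1078069) in the restrained ones. In heads with w1118 fathers the sums ranged from 707383 to 724046 (median 714827) in unrestrained and from 722932 to 744159 (median 732498) in restrained libraries. In heads labelled with dATF-2KO fathers they ranged from 681793 to 716243 (median 691902) and from 699795 to 724792 (median 708844). In these 3 tables, log2(FPKM + 0.5) was tested with limma for genes with a mean of at least 1 FPKM. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 1.4-fold on that scale, which understates changes of low genes. For other parts with w1118 fathers, the names of the 12 library columns show neither sample nor group, so these columns were not used. The mean, ratio and p-value of each gene there come from the authors' deposited table. Those p-values were adjusted again over the genes with a mean of at least 1 FPKM, and the authors' ratio was held to the same 1.4-fold.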

RNA was prepared separately from the heads and other parts of offspring, and used for RNA-seq analysis. 

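In heads of offspring of w1118 fathers, 5 genes were higher and 4 were lower after paternal restraint, of 9924 tested. The neuronal RNA-binding protein gene fne rose from 41.3 ± 3.67 to 59.3 ± 3.82 FPKM (SD, n = 5 libraries in each group). Its log2 change was 0.52 (standard error 0.07, adjusted p = 0.00700 from limma). Of 11 neuron markers, 0 passed in limma, also 0 when adjusted over the list alone, and 4 were higher at an unadjusted p under 0.05. Their median log2 change was 0.11 (camera adjusted p = 0.0164, adjusted p = 0.934 with an estimated correlation). The 17 photoreceptor markers had a median of the opposite sign, -0.08 (camera adjusted p = 1.57e-07, adjusted p = 0.300 with an estimated correlation). Of these, 0 passed in limma, also 0 when adjusted over the list alone, and 10 were lower and 1 higher at an unadjusted p under 0.05. By fry, which asks whether the genes move 1 way on balance, the photoreceptor list was lower (adjusted p = 0.00135). Its mean log2(FPKM + 0.5) lay between 9.48 and 9.53 in the restrained and between 9.58 and 9.60 in the unrestrained libraries. In unrestrained replicate 3, fne was at 34.8 FPKM and the mean log2(FPKM + 0.5) of the neuron markers at 5.95, against medians of 43.0 FPKM and 6.11 in the group. The translational regulator mei-P26 rose from 17.0 ± 1.68 to 24.6 ± 1.21 FPKM (SD, n = 5, adjusted p = 0.00700 from limma). The RNA gene noe (log2 change 0.61), CR34335 (1.22) and CG33640 (0.72) were higher as well. The lower genes were 3 small structural RNAs and a protein gene. These were snRNA:U12:73B (log2 change -0.93), snoRNA:MeU5-C46 (-0.67), RNaseMRP:RNA (-0.53) and CG34264 (-0.53). The paper's methods name poly(A) selection, so the levels of small structural RNAs are uncertain. The dATF-2 gene, listed as Atf-2, lay between 66.7 and 74.7 FPKM in the 10 libraries. Its mean was 73.5 ± 1.38 FPKM with unrestrained and 68.4 ± 1.31 FPKM with restrained fathers (SD, n = 5), a log2 change of -0.10 (adjusted p = 0.0472 from limma) that stayed within 1.4-fold. With no threshold on the fold 64 genes were higher and 46 lower, with the level of accessory gland markers as a covariate 2 and 1, and with that of testis markers 3 and 1. Quantile normalization gave 3 higher genes, and the authors' test values gave 2 lower ones. With the replicate number as a block, 0 genes were higher and 0 lower (limma, 1563 genes at an unadjusted p under 0.05 without it). The number of higher genes was 2 without unrestrained replicate 4 or restrained replicate 3, and 3 without unrestrained replicate 2 or 3 or restrained replicate 1, 2, 4 or 5. The number of lower genes was 0 without unrestrained replicate 2 (limma, 1563 genes at an unadjusted p under 0.05 with all libraries), 1 without unrestrained replicate 1, 4 or 5 or restrained replicate 2, 3 or 5, and 2 without restrained replicate 4.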

In head samples, differentially expressed genes with a false discovery rate (FDR) *q*-value < 0.05 and fold change > 1.4 following paternal restraint stress were not observed (Supplementary Table 1). However, in samples from other parts, 279 and 1232 genes were up- and downregulated by paternal restraint stress, respectively (Fig. 2b). 

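With w1118 fathers, 265 genes were higher and 1108 were lower in other parts after paternal restraint, of 12195 tested on the authors' deposited table. With no threshold on the fold, 2704 were higher and 2829 lower. Lsp2 encodes a larval serum protein and lies on chromosome 3L of dm3 from 12122493 to 12124796. It rose from a mean of 43.6 to 184 FPKM in the authors' deposited table, a log2 ratio of 2.08 (adjusted p = 3.73e-05). The metallothionein gene MtnB rose from 17.8 to 61.9 FPKM and the gene Fst from 12.9 to 32.4 FPKM in the authors' deposited table (log2 ratios 1.79 and 1.33). The cytochrome P450 gene Cyp4p2 fell from 2.70 to 0.116 FPKM in the authors' deposited table, a log2 ratio of -4.54. Among the lower genes, CG13526 had a log2 ratio of -1.39 and the sperm protein gene loopin-1 one of -0.98 in the authors' deposited table. Atf-2 itself had means of 16.7 and 22.5 FPKM in the authors' deposited table, a ratio under 1.4-fold (adjusted p = 5.75e-05). Of 28 immune genes, 11 were higher and 1 was lower, also 11 and 1 when adjusted over the list alone (camera adjusted p = 1.05e-04, adjusted p = 0.523 with an estimated correlation). Among them the peptide genes IM14 and IM4 had log2 ratios of 0.89 and 0.84 and Tep4 one of -0.68 in the authors' deposited table. Of 10 fat body markers, 4 were higher, also 4 when adjusted over the list alone (camera adjusted p = 1.42e-05, adjusted p = 0.0823 with an estimated correlation). The transferrin gene Tsf1, one of these, had a log2 ratio of 0.73 in the authors' deposited table. Of 92 cytosolic ribosomal protein genes, 1 passed both thresholds and was lower, also 1 when adjusted over the list alone. The median log2 ratio of these ribosomal genes was 0.30, the opposite sign (camera adjusted p = 3.02e-16, adjusted p = 0.0288 with an estimated correlation). Of 15 photoreceptor markers, 0 passed on the authors' p-values, also 0 when adjusted over the list alone, and 5 were higher at an unadjusted p under 0.05. Their median log2 ratio was 1.42 (camera adjusted p = 0.0359, adjusted p = 0.0609 with an estimated correlation). In other parts with dATF-2KO fathers, 5 of 17 such markers reached the minimum of 1 FPKM. Heads had been shaken off these bodies, and how photoreceptor RNA came into the libraries was not tested. The 12 egg and yolk markers tested had a median log2 ratio of 5.25, with 0 at an unadjusted p under 0.05 on the authors' p-values (camera adjusted p = 0.349). Whether a single library carried that RNA cannot be seen here. Spread between libraries enters these values only through the authors' p-values.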

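Atf-2 was at 9.93 to 13.1 FPKM in the 10 libraries of other parts with dATF-2KO fathers and at 69.1 to 75.0 FPKM in the 10 libraries of heads. The paper describes dATF-2KO as lacking the whole gene and not expressing it, and the mothers of these offspring were w1118. The head levels lay within or above the range of 66.7 to 74.7 FPKM with w1118 fathers, in a table scaled separately, and were not tested against it. They do not settle whether the fathers of these head samples were dATF-2KO, which rests on the sample labels. In other parts the mean with unrestrained fathers was 11.8 ± 1.07 FPKM (SD, n = 5), and that with w1118 fathers was 16.7 FPKM in the authors' deposited table, a pair of levels from tables scaled separately that was not tested. In other parts, 15 genes were higher and 3 were lower after paternal restraint, of 12363 tested. The seminal fluid protein gene Acp98AB rose from 6528 ± 554 to 12145 ± 457 FPKM (SD, n = 5 libraries in each group). Its log2 change was 0.90 (standard error 0.06, adjusted p = 1.31e-04 from limma). Acp98AB was higher with w1118 fathers as well, with means of 13177 and 20123 FPKM in the authors' deposited table. Its log2 ratio there was 0.61 and passed both thresholds. With dATF-2KO fathers, CG42852 rose from 9652 ± 1010 to 17746 ± 2069 FPKM (SD, n = 5, adjusted p = 0.00461 from limma). Small RNAs were among the higher genes, such as snoRNA:Psi18S-1820 (log2 change 1.45), snoRNA:Psi18S-176 (1.31) and unsRNA:CG10576-a (1.68). Levels of such RNAs, in other parts and in heads, are uncertain after the poly(A) selection that the paper's methods name. The lower genes were Cyp4p2 (log2 change -0.56), CG31259 (-0.53) and CG6295 (-0.49). With w1118 fathers their log2 ratios were -4.54, -0.32 and -0.25 in the authors' deposited table. Of 26 accessory gland and ejaculatory duct markers, 2 were higher with dATF-2KO fathers, also 2 when adjusted over the list alone. Their median log2 change was -0.06 (camera direction up, adjusted p = 0.541). With the level of these markers as a covariate, 9 genes were higher and 1 was lower, and on the authors' test values 3 and 1. The calls of Cyp4p2 and CG6295 were both lost in each of these, and without unrestrained replicate 1, 2, 3 or 4 or restrained replicate 2, 4 or 5 (adjusted p from 0.0520 to 0.122). Restrained replicate 3 also held the yolk protein RNA Yp1 at 486 FPKM, against at most 0.428 in the other libraries of other parts. In heads labelled with dATF-2KO fathers, of 9975 genes tested, the gene snoRNA:Psi18S-1854a was called. This RNA lay between 8.57 and 18.1 FPKM in the unrestrained libraries and was listed at 0 in each restrained library. In these heads 0 genes were higher (limma, 1041 genes at an unadjusted p under 0.05), and on the authors' test values 0 were lower. In other parts the number of higher genes was 7 without restrained replicate 2 and 9 without unrestrained replicate 5 or restrained replicate 3 or 5, and 1 gene was lower without unrestrained replicate 2, 3 or 4. In heads 2 genes were lower without unrestrained replicate 1, 2 or 3 or restrained replicate 1, and 1 was higher without unrestrained replicate 4 and 2 without restrained replicate 1.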

When male *dATF-2* mutant flies were used as fathers, paternal restraint stress upregulated only three genes and downregulated only one gene in samples from other parts (Fig. 2b). These results indicate that dATF-2 is required for paternal restraint stress-induced gene expression changes in offspring.

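The change in other parts differed between offspring of w1118 and of dATF-2KO fathers for 3525 of 12051 genes (adjusted p under 0.05 for the difference of log2 ratios, with the error that each table's ratio and p-value imply). The log2 ratio was larger with w1118 fathers for 1742 of these and smaller for 1783. The genotype of the father is also the table, and the authors scaled each table on its own. For Lsp2 the log2 ratio with w1118 fathers exceeded that with dATF-2KO fathers by 2.53 (standard error 0.23, adjusted p = 6.67e-06). For the lipase gene Lip3 the difference was 1.84 (standard error 0.41, adjusted p = 0.00393). Atf-2 differed by 0.49 (standard error 0.08, adjusted p = 0.00202). For Cyp4p2, which was lower with w1118 fathers, the difference was -3.91 (standard error 0.37, adjusted p = 7.40e-05). Its lower call with dATF-2KO fathers was lost with the accessory gland covariate (adjusted p = 0.0529), on the authors' test values (adjusted p = 0.122) and with 7 of the 10 libraries left out in turn. With dATF-2KO fathers, 0 of 19 one-carbon genes and 0 of 27 genes of galactose, starch and sucrose metabolism passed, also 0 when adjusted over the list alone (limma, 2 and 6 at an unadjusted p under 0.05, all lower). Likewise 0 of 23 glycolysis genes and 0 of 32 TCA cycle genes passed, also 0 when adjusted over the list alone (limma, 1 and 5 at an unadjusted p under 0.05, all lower). As lists, galactose, starch and sucrose metabolism (camera adjusted p = 3.55e-04, adjusted p = 0.686 with an estimated correlation) and the TCA cycle (camera adjusted p = 0.00179, adjusted p = 0.686 with an estimated correlation) were lower with dATF-2KO fathers. Gluconeogenesis and lactate metabolism (camera adjusted p = 0.00168, adjusted p = 0.686 with an estimated correlation) and alanine, aspartate and glutamate metabolism (camera adjusted p = 0.0185, adjusted p = 0.686 with an estimated correlation) were lower as lists too. One-carbon metabolism (camera adjusted p = 0.211) and glycolysis (camera adjusted p = 0.124) did not pass. From the many genes changed with wild-type fathers and the few with mutant fathers, the paper concludes that dATF-2 is required for these changes in offspring.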

**Fig. 2:**
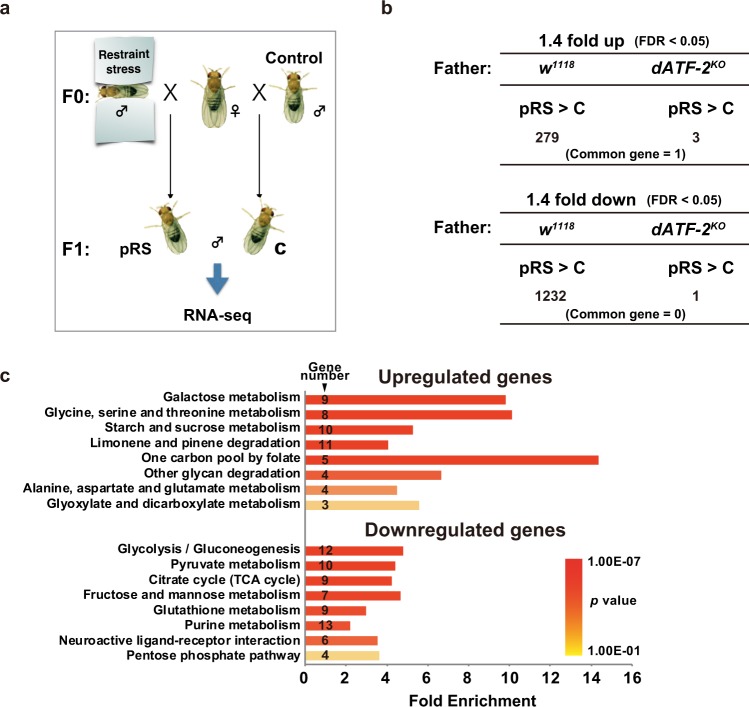
Paternal restraint stress alters the transcriptome of *Drosophila* offspring. **a** Schematic diagram of RNA sequencing (RNA-seq) sampling. **b** Summary of RNA-seq analysis of different tissues of male F1 flies. Restraint stress exposure of *w*^*1118*^ fathers altered the expression levels of a group of genes in F1 adult males. However, such effects were not observed when *dATF-2*^*KO*^ fathers were used. The upper table shows the number of genes upregulated (≥1.4-fold, FDR < 0.05) in offspring by paternal restraint stress treatment of *w*^*1118*^ and *dATF-2*^*KO*^ fathers. The lower table shows the number of genes downregulated (≥1.4-fold, FDR < 0.05) by the same treatment. **c** The results of pathway enrichment analysis of up- and downregulated genes in F1 males subjected to paternal restraint stress treatment. See also Supplementary Fig. 3.

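After restraint of w1118 fathers, 14 of 27 genes of galactose, starch and sucrose metabolism were higher in other parts, also 14 when adjusted over the list alone. Their median log2 ratio was 0.49 (camera adjusted p = 3.02e-11, adjusted p = 0.108 with an estimated correlation). The maltase gene Mal-A4 rose from 62.2 to 107 FPKM and the glucosidase gene tobi from 467 to 837 FPKM in the authors' deposited table. The amylase-related gene Amyrel rose from 9.30 to 20.5 FPKM in the authors' deposited table. Of 16 genes that make or break down glycine, serine and threonine, 7 were higher, also 7 when adjusted over the list alone (camera adjusted p = 4.55e-06, adjusted p = 0.0341 with an estimated correlation). Among these, the serine synthesis gene aay had a log2 ratio of 0.55 and the glycine N-methyltransferase gene CG6188 one of 0.66 in the authors' deposited table. CG6287, which encodes phosphoglycerate dehydrogenase, had means of 341 and 467 FPKM in the authors' deposited table, a ratio below 1.4-fold (log2 ratio 0.45, adjusted p = 0.00156). Of 15 genes of alanine, aspartate and glutamate metabolism, 3 were higher, also 3 when adjusted over the list alone (camera adjusted p = 7.49e-04, adjusted p = 0.432 with an estimated correlation). The aspartate aminotransferase gene Got2, one of these, had a log2 ratio of 0.53 in the authors' deposited table. Malpighian tubule markers were higher as a list in the same table, with 1 of 7 called, also 1 when adjusted over the list alone (median log2 ratio 0.22, camera adjusted p = 0.00403, adjusted p = 0.141 with an estimated correlation). The pathways in these lists, and those of one-carbon metabolism, purines, glycolysis and the TCA cycle, are ones the study itself drew from these samples, so their counts are not independent evidence of a direction.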

Genes significantly upregulated by paternal restraint stress were related to eight biological processes, all of which are involved in metabolism, including “glycine, serine, and threonine metabolism” and “one-carbon folate pool” (Fig. 2c). These genes are involved in one-carbon metabolism, which plays an important role in multiple outputs including the biosynthesis of amino acids, nucleotides, glutathione, and taurine (Supplementary Fig. 3a)^35^. Conversely, paternal restraint stress decreased the expression of genes involved in glycolysis/gluconeogenesis and those involved in the tricarboxylic acid (TCA) cycle (Fig. 2c and Supplementary Fig. 3b). 

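Of 19 genes of one-carbon metabolism and the folate pool, 10 were higher with restrained w1118 fathers, also 10 when adjusted over the list alone, and 9 did not pass. Their median log2 ratio was 0.50 (camera adjusted p = 4.83e-07, adjusted p = 0.00312 with an estimated correlation). The purine synthesis genes ade3 and CG11089, whose enzymes use formyl-folate, rose from 34.5 to 54.0 FPKM and from 60.1 to 104 FPKM in the authors' deposited table. Nmdmc, a methylene-folate dehydrogenase and cyclohydrolase, rose from 35.5 to 58.4 FPKM in the authors' deposited table (log2 ratio 0.72, adjusted p = 1.61e-04). CG6385 had the low means of 2.47 and 4.86 FPKM in the authors' deposited table (log2 ratio 0.98). Eip55E, an enzyme of the route from homocysteine to cysteine, had a log2 ratio of 0.54 in the authors' deposited table. In the same table the fat body markers had a median log2 ratio of 0.38 (adjusted p = 0.0823 with an estimated correlation) and the testis germ cell markers one of -0.43 (adjusted p = 0.451 with an estimated correlation). Of 12 genes of purine synthesis and breakdown, some of which are also one-carbon genes, 5 were higher, also 5 when adjusted over the list alone (camera adjusted p = 1.72e-04, adjusted p = 0.0380 with an estimated correlation).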

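Of 23 glycolysis genes, 8 passed both thresholds with restrained w1118 fathers and each of these was lower, also 8 when adjusted over the list alone. Of 32 TCA cycle genes, 7 passed and each was lower, also 7 when adjusted over the list alone. Of 10 genes of gluconeogenesis and lactate metabolism 1 was lower, also 1 when adjusted over the list alone. All 8 lower glycolysis genes and 6 of the 7 lower TCA cycle genes belong to a fixed list of 25 testis-enriched paralogs of these enzymes. Of these paralogs 16 were lower, also 16 when adjusted over the list alone (median log2 ratio -0.58, camera adjusted p = 1.89e-07, adjusted p = 0.432 with an estimated correlation). In w1118 heads 23 of the 25 were under 1 FPKM. Pglym87, a phosphoglycerate mutase of this list, fell from 149 to 97.4 FPKM and CG7349, a succinate dehydrogenase subunit, from 66.7 to 44.5 FPKM in the authors' deposited table. Of 42 testis germ cell markers, 17 were lower, also 17 when adjusted over the list alone (median log2 ratio -0.43, camera adjusted p = 1.84e-07, adjusted p = 0.451 with an estimated correlation). The sperm protein gene S-Lap7, one of these, had a log2 ratio of -0.87 in the authors' deposited table. As whole lists, glycolysis (median log2 ratio 0.00, direction down, camera adjusted p = 0.349) and the TCA cycle (median -0.01, camera adjusted p = 0.219) did not pass. Gluconeogenesis and lactate metabolism did not pass either (median 0.03, camera adjusted p = 0.349), and its genes fbp and Pepck had log2 ratios of 0.39 and 0.30 in the authors' deposited table, below 1.4-fold. The glycolysis genes outside the paralog list numbered 13, with a median log2 ratio of 0.15, and those of the TCA cycle 19, with a median of 0.04.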

Genes involved in approximately half of the reaction steps in glycolysis and in the TCA cycle were downregulated by paternal restraint stress, including rate-limiting enzymes such as hexokinase and pyruvate kinase in glycolysis, and isocitrate dehydrogenase in the TCA cycle (Supplementary Fig. 3b). These results indicate that paternal restraint stress may greatly influence energy metabolism in offspring.

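A gene was lower at 4 of the 10 reaction steps of glycolysis and at 6 of the 8 of the TCA cycle in other parts with w1118 fathers. At hexokinase, Hex-t2 fell by 1.07 on the log2 scale, while Hex-A and Hex-C had log2 ratios of 0.12 and 0.36 in the authors' deposited table. At pyruvate kinase, the paralogs CG7069, CG2964, CG7362, CG11249 and CG12229 were lower, with log2 ratios from -0.93 to -0.51 in the authors' deposited table. PyK, the main pyruvate kinase gene, had means of 441 and 515 FPKM in the authors' deposited table (log2 ratio 0.23). At isocitrate dehydrogenase, CG32026 fell by 0.54 on the log2 scale, while Idh had means of 544 and 689 FPKM in the authors' deposited table. The mitochondrial isocitrate dehydrogenase genes l(1)G0156, CG6439 and CG5028 had log2 ratios of 0.02, -0.09 and -0.01 in the authors' deposited table. The citrate synthase paralog CG14740 fell by 1.02 on the log2 scale in the authors' deposited table. Without the testis-enriched paralogs, 0 steps of glycolysis had a lower gene on the authors' p-values (2 other glycolysis genes were lower and 7 higher at an adjusted p under 0.05 with no threshold on the fold), and 1 step of the TCA cycle did. That gene, CG33791, a paralog of 2-oxoglutarate dehydrogenase with a log2 ratio of -0.69 in the authors' deposited table, was singled out after its value was seen.

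**Figure D1:**
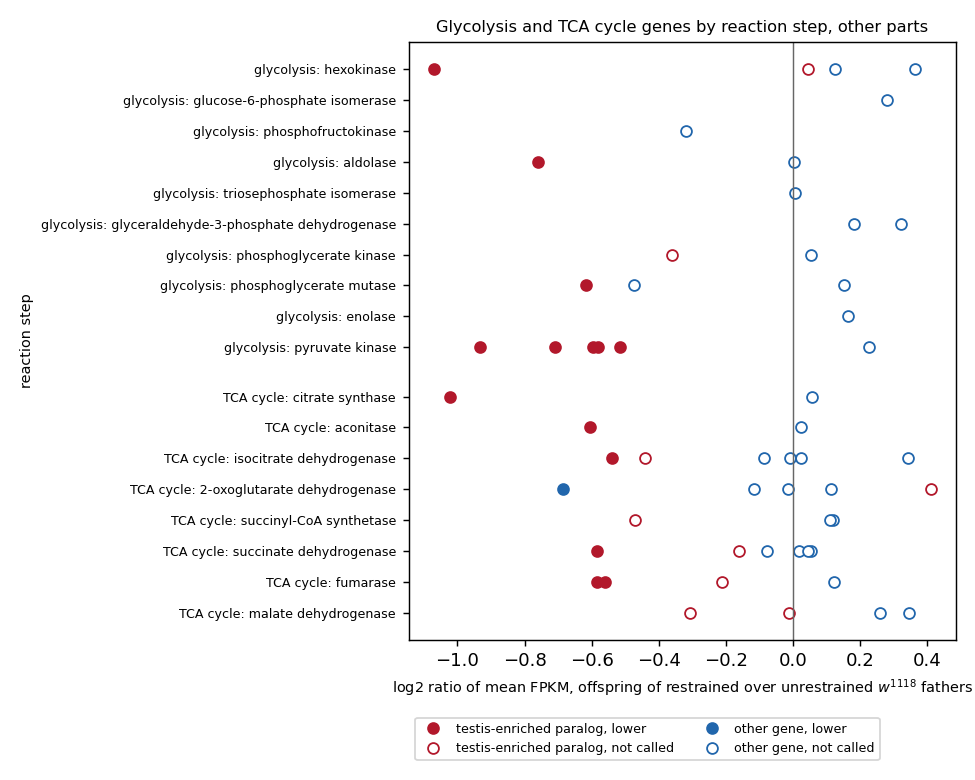
Log2 ratio of mean FPKM in the authors' deposited table, offspring of restrained over unrestrained w1118 fathers, for each gene (points) of each reaction step (vertical axis), with filled points for genes called lower. The filled points are testis-enriched paralogs, in red, apart from CG33791, and the other genes, in blue, lie between -0.69 and 0.36.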

### Effect of paternal restraint stress on metabolites in offspring

To investigate the relationship between gene expression changes and metabolism, metabolome analysis of whole-body fly samples was performed by capillary electrophoresis time-of-flight mass spectrometry (CE-TOFMS) and liquid chromatography–tandem mass spectrometry (Fig. 3a), and 237 metabolites were identified. To visualize the effects of paternal restraint stress on metabolites in offspring, we performed principal component analysis (PCA) (Fig. 3b). Score plots of metabolome data for offspring from restraint stress-exposed wild-type fathers were clearly different from those of wild-type control flies. By contrast, PCA score plots of metabolome data for offspring from restraint stress-exposed *dATF-2* mutant fathers were similar to those of control *dATF-2* mutant fathers, indicating that the effect of paternal restraint stress on metabolites in offspring was lost in *dATF-2* mutant fathers. Furthermore, PCA score plots of metabolome data obtained using *dATF-2* mutant fathers strongly overlapped with those obtained from restraint stress-exposed wild-type fathers. Thus, the effects of restraint stress treatment and *dATF-2* mutation in fathers on metabolites in offspring were similar. Since stress induces a release of dATF-2 from heterochromatin and target genes via p38 phosphorylation^8^, inferring a similar effect of stress and *dATF-2* mutation—both of which cause a loss of dATF-2 on the target genes—is reasonable.

**Fig. 3:**
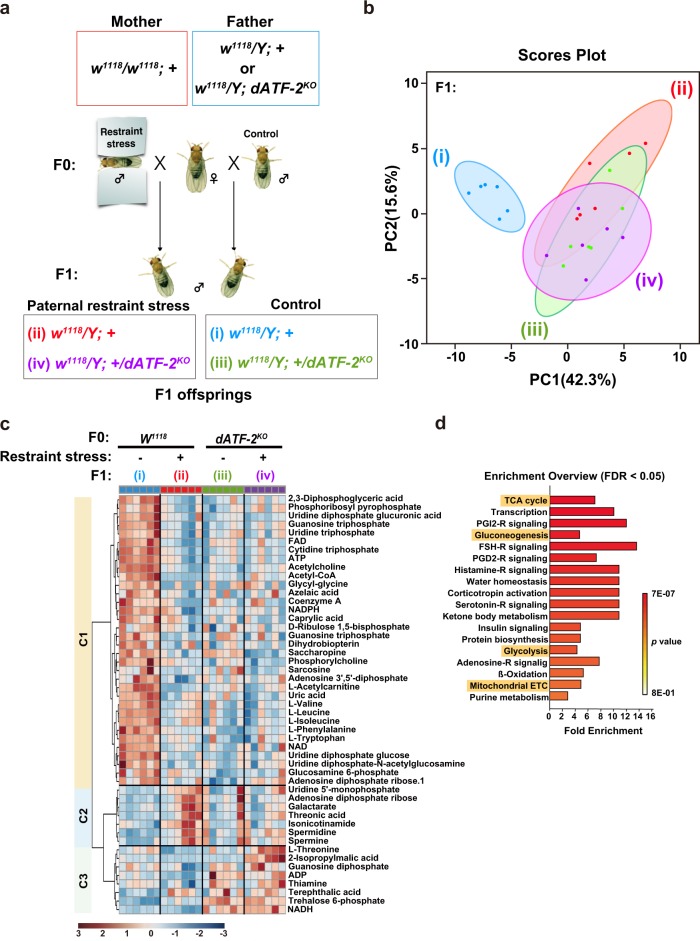
Paternal restraint stress affects the metabolome of *Drosophila* offspring. **a** Schematic diagram of the cross for metabolome analysis. Each genotype of offspring is represented by the same roman numerals and colors in Fig. 5. **b** Two-dimensional score plot of principal component analysis. Blue and red represent F1 males from *w*^*1118*^ fathers exposed to paternal restraint stress and controls, respectively; green and purple represent F1 males from paternal restraint stress-exposed or control *dATF-2*^*KO*^ fathers, respectively. **c** Hierarchical clustering of metabolites affected (both up- and downregulated) by paternal restraint stress. A total of 49 metabolites were significantly affected by paternal restraint stress treatment of *w*^*1118*^ and *dATF-2*^*KO*^ fathers. Red and blue indicate high- and low-intensity levels, respectively. **d** Enrichment overview of metabolites significantly affected by paternal restraint stress. Pathways highlighted in yellow are related to glucose energy metabolism. See also Supplementary Fig. 4.

Metabolites were divided into three clusters based on the effects of paternal restraint stress and *dATF-2* mutation on their abundance (Fig. 3c). The levels of metabolites in cluster C1 were decreased by either paternal restraint stress or *dATF-2* mutation, while those in cluster C2 were increased by paternal restraint stress only. The levels of metabolites in cluster C3 were increased by *dATF-2* mutation only. Compared with metabolites in clusters C2 and C3, a decrease in the levels of metabolites in cluster C1 was more significant. Specifically, metabolites linked to the TCA cycle, gluconeogenesis, glycolysis, and the mitochondrial electron transport chain were enriched (Fig. 3d). Typical examples include 2,3-DPG, which is involved in glycolysis; FAD and acetyl CoA, which are linked to the TCA cycle; and ATP and NAD+, which are associated with glycolysis, the TCA cycle, and the mitochondrial electron transport chain (Supplementary Fig. 4). The levels of these metabolites in offspring were decreased by paternal restraint stress and also *dATF-2* mutation in fathers, but there were no additional effects of combined paternal restraint stress treatment and *dATF-2* mutation. Together, the transcriptome and metabolome analyses indicate a strong correlation between paternal restraint stress-induced changes in gene expression and metabolite content related to energy metabolism, and that paternal restraint stress affected metabolism in offspring in a dATF-2-dependent manner.

### Effect of paternal restraint stress on the phenotypes of offspring

To investigate the effects of paternal restraint stress on the phenotypes of offspring, we analyzed sensitivity to the drug rotenone, an inhibitor of mitochondrial electron transport chain complex I (Fig. 4a). Rotenone induces dose-dependent ATP depletion and oxidative damage^36^. In *Drosophila*, locomotor impairment and dopaminergic neuron degeneration are induced by rotenone^37^. In the present study, offspring from restraint stress-exposed wild-type fathers were more sensitive to rotenone and died earlier than offspring from control fathers (Fig. 4b). However, this difference in rotenone sensitivity was not observed among offspring from *dATF-2* mutant flies (Fig. 4c). These results suggest that paternal restraint stress decreases ATP levels in offspring, which increases their sensitivity to rotenone.

**Fig. 4:**
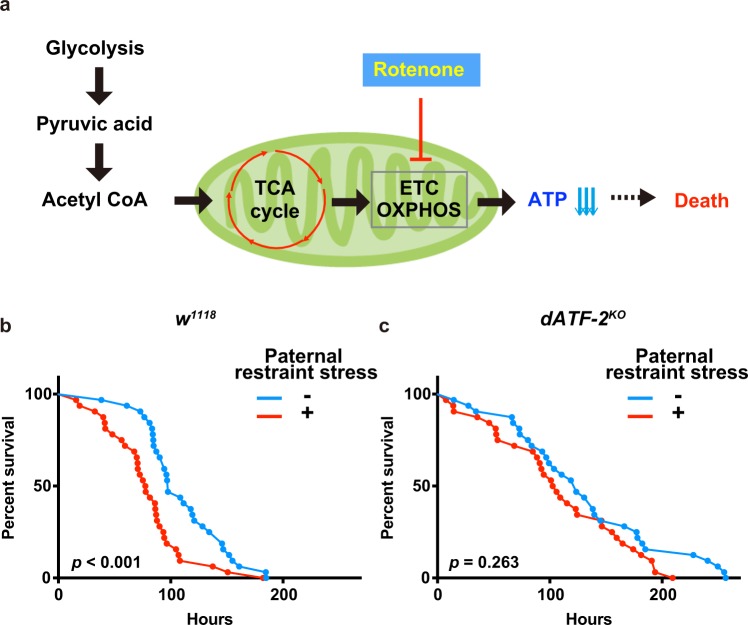
Paternal restraint stress enhances rotenone sensitivity. **a** Schematic diagram of mitochondrial energy transduction. Rotenone, an inhibitor of the mitochondrial electron transport chain (ETC), reduces ATP levels and triggers fly lethality. Survival curves following rotenone treatment (5 mM) for adult males derived from *w*^*1118*^ (**b**) (*n* = 32 each; *p* < 0.001, log-rank [Mantel–Cox] test) and *dATF-2*^*KO*^ (**c**) (*n* = 32 each; *p* = 0.263, log-rank [Mantel–Cox] test) fathers with/without paternal restraint stress.

### Activation of p38 by restraint stress in testicular germ cells

The results of quantitative real-time PCR (qRT-PCR) (quantitative reverse transcription-polymerase chain reaction) using various fly tissues indicated that dATF-2 mRNA is ubiquitously expressed in multiple tissues and highly expressed especially in the testis (Fig. 5a). In situ hybridization (ISH) showed that dATF-2 mRNA is expressed in spermatogonia and spermatocytes (Fig. 5b). We also analyzed level of p38 phosphorylation by western blotting at four time points (1, 5, and 10 h after start of restraint stress and 12 h after end of restraint stress) (Fig. 5c and Supplementary Fig. 5a). The level of phosphorylated p38 (P-p38) in whole-body samples increased during restraint stress exposure (Fig. 5d and Supplementary Fig. 5b). On the other hand, restraint stress-dependent phosphorylation of p38 in the testes was increased after the 10 h restraint stress treatment, but it was not observed after 1 and 5 h restraint stress exposure (Fig. 5e and Supplementary Fig. 5c). At 12 h after the end of restraint stress, no significant increase of P-p38 was observed in both whole body and testes samples, indicating that P-p38 is not maintained for a long period (Fig. 5d, e and Supplementary Fig. 5b, c). We also observed that an increase of P-p38 was repeatedly detected in the testis samples prepared immediately after the second and the third times of 10 h restraint stress treatment (Supplementary Fig. 5d). Immunostaining of P-p38 in the testes revealed that restraint stress increased P-p38 signals in spermatagonial stem cells and spermatocytes (Fig. 5f, g and Supplementary Fig. 6). These results suggest that the activation of p38 in testicular germ cells is a relatively late event, and transient.

**Fig. 5:**
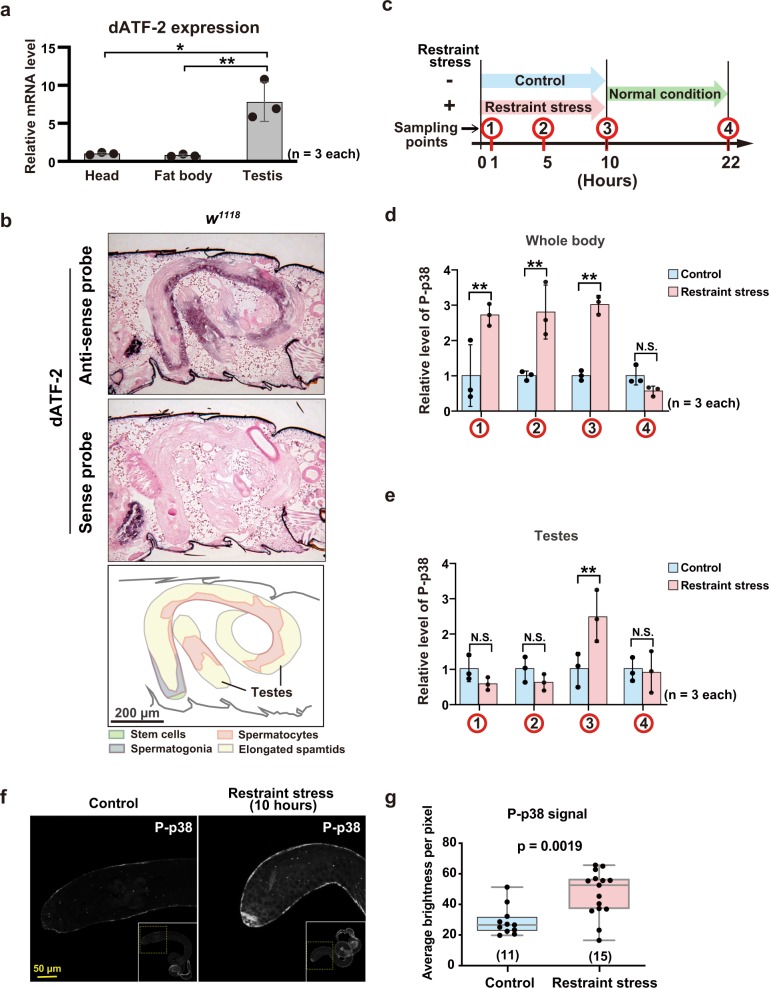
Restraint stress induces phosphorylation of p38 in testicular germ cells. **a** Quantitative real-time PCR analysis of gene expression in different tissues. Averages with s.d. are shown (*n* = 3 each). **b** RNA in situ hybridization using dATF-2 mRNA antisense (upper image) and sense (center image) probes. The schematic diagram shows the developmental stages of spermatogenesis (lower diagram). **c**–**e** Western blot analysis was performed using samples from *w*^*1118*^ adult whole-body and testes with anti-P-p38 antibody. **c** The diagram represents the timing of sampling for the western blots. Samples were prepared at each timepoint (restraint stress for 1, 5, and 10 h and at 12 h after the 10 h restraint stress treatment). Quantitation of the P-p38 from whole-body (**d**) and testes (**e**). α-tubulin was used as an internal control. The data represent the mean ± s.d. (*n* = 3 each) with *P* values from Student’s unpaired *t* test: **p < 0.01; N.S., no significant difference. The blotting data were shown in Supplementary Fig. 5b, c. **f** Immunohistochemical (IHC) staining of P-p38 in testes with/without restraint stress for 10 h. **g** Representation of average brightness per pixel from the P-p38 signal in testes samples with/without restraint stress. See also Supplementary Figs. 5 and  6.

### Epigenetic effects of paternal restraint stress-induced Upd-3

It is known that various inflammatory cytokines are induced in peripheral tissues by psychological stress^38^. To examine the types of cytokines induced by restraint stress, we measured the expression levels of various cytokine genes by qRT-PCR from whole-body total RNA prepared after 0, 3, 5, and 10 h of restraint stress exposure (Supplementary Fig. 7a). The level of upd3 mRNA, a *Drosophila* homolog of interleukin-6 (IL-6), was most elevated (~5.6-fold) following restraint stress treatment for 10 h (Supplementary Fig. 7a). Upd3 binds and activates the JAK-STAT receptor^39^. It was also reported that restraint stress increases the level of IL-6 mRNA in rat hypothalamus and midbrain^40^. The transcription of *spaetzle 3* (*spz3*), a gene encoding a protein that binds and activates the Toll receptor^41^, was also increased by 10 h restraint stress treatment, but the degree of induction was lower (2.2-fold) than that of *upd3*. To confirm the precise expression level of upd3 and spz3 mRNA during restraint stress, we checked the expression level of these mRNAs by qRT-PCR using three biological replication samples (Fig. 6a). The expression of *upd3* and *spz3* peaked in the early phase of restraint stress (within 1.5 h), and then only upd3 increased gradually during restraint stress. Since upd3 mRNA was slightly induced under control conditions (cultivating without medium), the net degree of induction of upd3 by 10 h restraint stress treatment was ~3.4-fold, similar to spz3 mRNA (Fig. 6a). The gradual increase of *upd3* expression during restraint stress is very similar to the pattern observed for p38 phosphorylation in testes (Fig. 5e and Supplementary Fig. 5c), while spz3 mRNA was transiently induced immediately after restraint stress exposure. Thus, Upd3 appears to be a good candidate for transmitting of stress information from somatic tissue to germline tissue.

**Fig. 6:**
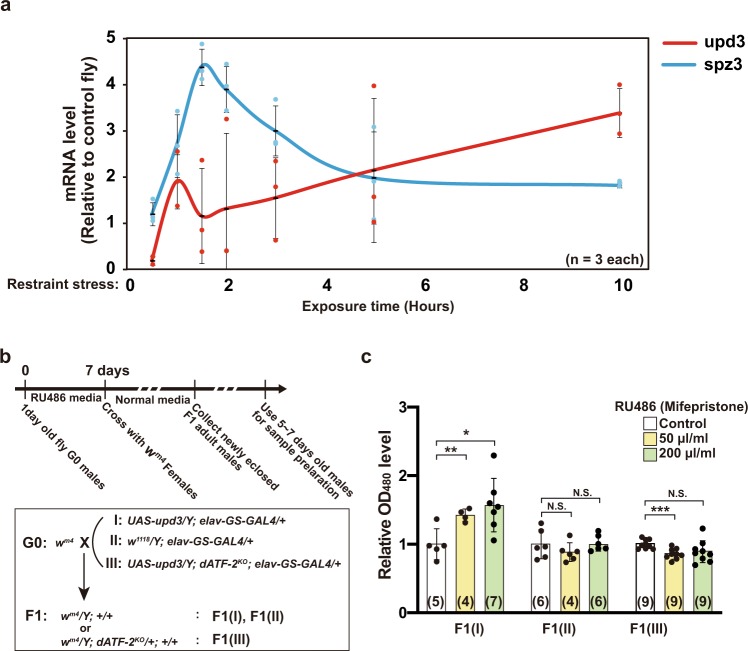
Induction of upd3 by restraint stress, and heterochromatin disruption by paternal overexpression of upd3 in neuronal cells. **a** Time course of *upd3* and *spz3* gene expression during restraint stress exposure for 10 h. The value of *y*-axis represents the ratio of mRNA levels of restraint stress-treated flies to that with control flies. Averages with s.d. are shown (*n* = 3 each). Note that the data are slightly different from that in Supplementary Fig. 7a, because the results were obtained by three biological replicative samples. **b** Schematic diagram of the experimental design. Newly eclosed virgin males of each genotype (I, *upd3*-inducible; II, *upd3*-non-inducible control; III, *upd3*-inducible *dATF-2* mutant) were reared in RU486-containing medium and crossed with *w*^*m4*^ females. **c** Red-eye pigment levels in F1 males (I, II, and III) were then measured (right panel). Only F1(I) exhibited an RU486-dependent increase in red-eye pigment. Averages with s.d. are shown (***p < 0.001; **p < 0.01; *p < 0.05; N.S., no significant difference, Student’s unpaired *t* test). Number of samples analyzed indicated in parentheses on the graph. See also Supplementary Fig. 7.

There was no difference in the upd3 mRNA level between whole body samples of wild-type and *dATF-2* homozygous mutant (Supplementary Fig. 7b), suggesting that *upd3* is not a direct target gene of dATF-2. To examine the possibility that the p38-dATF-2 pathway is involved downstream of upd3, we analyzed *Turandot A* (*TotA*), which encodes secreted peptides and is induced in response to several stresses^42^. A previous report indicated that the *TotA* gene is induced by septic injury in an Upd3-dependent manner^43^ and also regulated by MEKK1^44^. We first analyzed *TotA* expression using total RNA prepared from whole-body fly samples and observed that *TotA* expression was also induced by restraint stress (Supplementary Fig. 7c). Interestingly, the induction of TotA was observed at 12 h after 10 h restraint stress exposure, although upd3 induction was not observed at the same timepoint (Supplementary Fig. 7d). The maintenance of TotA induction may therefore be a result of epigenetic regulation caused by restraint stress. We next tested the role of the MEKK1-dATF-2 signaling pathway in TotA induction by restraint stress. The *dATF-2*^*KO*^ mutant displayed a tendency of higher *TotA* expression than wild-type flies, although a clear significance was not observed (Supplementary Fig. 7e), suggesting that *TotA* is a target of dATF-2 and is suppressed by dATF-2. Furthermore, restraint stress-dependent TotA induction was severely abrogated in the *MEKK1*-deficient mutant. These results indicate that Upd3-dependent TotA induction by restraint stress requires the MEKK1-dATF-2 signaling pathway, and they suggest that the *upd3* expression pattern tightly reflects the activation timing pattern of p38 during restraint stress exposure (Supplementary Fig. 7f).

To test whether the induction of upd3 in male flies also disrupts heterochromatin and enhances *w* gene expression in offspring in PEV assays like restraint stress, upd3 was artificially overexpressed in neuronal cells using the drug-inducible pan-neuronal *elav*-*GS-Gal4* driver^45^. Treatment of F0 male flies with increasing amounts of the RU486 drug enhanced *w* gene expression in offspring (Fig. 6b, c). Moreover, drug-induced *w* gene expression in F1 was not observed when F0 *dATF-2*^*KO*^ male flies were used (Fig. 6b, c).

Altogether, these findings suggest that the upd3 induction has the role of a transmitter of the restraint stress information which causes the dATF-2 pathway-dependent epigenetic change.

## Discussion

In the present study, we indicate that paternal restraint stress induces epigenetic status of offsprings via a p38-MEKK1-dATF-2 pathway and restraint stress-induced Upd3 might have a role in transmission of the stress information from somatic to germline cells. Notably, we observed that paternal restraint stress reduces energy metabolism activity in offspring and sensitizes to rotenone toxicity. A schematic model based on our findings is shown in Fig. 7.

**Fig. 7:**
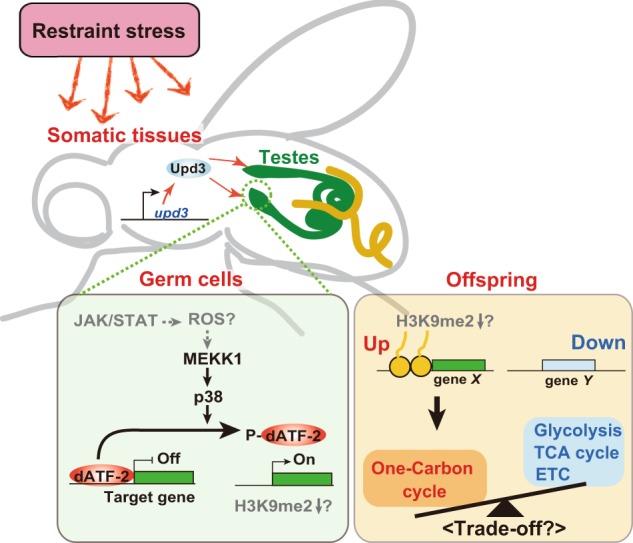
Schematic representation of the molecular mechanism of restraint stress-induced epigenetic inheritance. Restraint stress information, received by the central nervous system (CNS) and/or other sensing tissues, promotes expression of *upd3* in peripheral somatic tissues. In germ cells, accumulated humoral Upd3 activates the JAK/STAT pathway, which subsequently activates the p38-dATF-2 pathway. Phosphorylated dATF-2 may be released from the promotor regions of its target genes, resulting in decreased H3K9me2 levels. Epigenetic marks may be retained in mature sperm and inherited by offspring. After fertilization, histone marks may act as inheritable epigenetic memory and regulate gene expression. We observed that genes involved in the one-carbon metabolic pathway were upregulated in offspring from the paternal restraint stress-exposed fathers, while genes involved in the respiratory metabolic pathway were downregulated. We assume that paternal restraint stress-induced- and dATF-2-mediated upregulation of the one-carbon cycle induces downregulation of respiratory metabolism due to a trade-off relationship between these two metabolic processes.

The stress response, orchestrated by the hypothalamic–pituitary–adrenal (HPA) axis and sympathetic nervous system via stress hormones (adrenaline, noradrenaline, and cortisol), plays a key role in physiology and in several diseases including depression^46^. Accumulated evidence has also implicated inflammatory cytokines in depression^47^. A peripheral infection can induce sickness behaviors, including depression-like behavior, which is caused by the immune-to-brain communication via proinflammatory cytokines produced from innate immune cells^48^. Previous meta-analytic reports indicate that depressed patients possess significantly higher concentrations of IL-6^49,50^. It was also reported that restraint stress activates the HPA axis and induces higher levels of IL-6 in a rodent model^51,52^. Furthermore, IL-6 knockout mice exhibit resistance to stress-induced depression-like behaviors, suggesting that IL-6 plays a key role in eliciting depression^53^. Our present results suggest that *upd3*, the *Drosophila* homolog of *IL-6*, is also induced by restraint stress. Studies on the inflammatory status of the human HMC-1 cell line showed that adrenaline enhances *IL-6*, *IL-8*, and *IL-13* production, mediated in part by the p38 signaling pathway^54^. The *Drosophila* model of myeloproliferative neoplasm indicates that p38 pathway contributes to feed-forward loop in JAK pathway by regulating *upd3* gene expression^55^. In *Drosophila*, restraint stress-dependent upd-3 induction in peripheral tissue may also be mediated by the p38 pathway in response to stress hormones such as adrenaline, as occurs in mammalian systems.

In the present study, we showed that Upd3 has a role in transmitting restraint stress information to germ cells. We observed that overexpression of *upd3* in neuronal somatic tissues affected the heterochromatic status of offspring in a dATF-2 dependent manner. These results indicate that humoral Upd3, secreted from somatic cells, may be able to affect the epigenetic status of germ cells via the dATF-2 pathway. Moreover, p38 can be activated in response to several extracellular factors, such as TNF, IL-1, growth factors, insulin, salt concentration, and reactive oxygen species (ROS), either directly or indirectly^56^. Thus, humoral components can act as key players to regulate the epigenetic status of germline cells. Upd3, a JAK ligand, is expressed in somatic gonads and activates the JAK/STAT pathway in male germ cells^57^ suggesting that testicular germ cells are responsive to the restraint stress-induced increase in Upd3. The activation of p38 by JAK signaling has been demonstrated in the *Drosophila* immune system^58^, as well as in various vertebrate systems^59^. Somatic tissue-specific overexpression of *upd3* clearly alters the heterochromatin status in the next generation. *dATF-2* is highly expressed in germ cells in testes, and expression of *TotA*, a known Upd3 signal target gene, is regulated by the MEKK1-dATF-2 pathway. Therefore, restraint stress-induced humoral Upd3 in somatic tissues may control the epigenetic status of germ cells via the p38-dATF-2 signaling pathway in *Drosophila*. Interestingly, restraint stress-dependent activation of p38 in testes was mainly induced during the latter stages of restraint stress treatment for 10 h. A relatively long time may therefore be necessary to accumulate sufficient humoral Upd3 for activation of p38 in germ cells.

In restraint stress experiments, animals may also receive mechanical stress, and it may be difficult to completely differentiate this from restraint stress. The relationship between restraint stress and mechanical stress is poorly understood. Mechanical stress induces different sets of cytokines in different types of tissues and IL-6 is one of the major components induced by mechanical stress in mammals^60^. In *Drosophila*, a recent report showed that forceps squeezing of larvae induces *upd3* gene expression^61^. IL-6 induction by either restraint stress or mechanical stress may therefore reflect a common mechanism for sensing and communicating stress information between restraint stress in the nervous system and mechanical stress in the peripheral tissues.

In *Drosophila*, the transit time from spermatagonial stem cells to mature sperm available for insemination at 25 °C is ~260 h^62^. During spermatogenesis, transcription mainly occurs in spermatagonial stem cells and spermatocytes. Herein, when fathers were exposed to restraint stress only once, only the first brood, but not successive broods, exhibited paternal restraint stress-induced heterochromatin disruption. However, exposure to restraint stress three times induced heterochromatin disruption not only in the first brood but also in successive broods. These results suggest that single restraint stress exposure induces heterochromatin disruption only in spermatocytes, whereas repeated restraint stress exposure also causes heterochromatin disruption in spermatagonial stem cells. Interestingly, Bozler et al. indicated that long-term memory is required for the maintained effect of the maternal transmission of ethanol preference after 24 h of wasp exposure^19,63^. There is a possibility that the establishment of neuronal memory by restraint stress may be important for the stable transmission of the epigenetic status in germ cells. We need further analysis to elucidate the mechanistic aspect of maintenance of epigenetic change induced by restraint stress in germ cells.

Increasing evidence indicates that the paternal environment affects the transcriptome and epigenetic status of their offsprings in several animal models^6,8,22^. Although the mechanism of paternal inheritance of epigenetic status remains unclear, some evidence suggests that histone modification is an important player^10^. Our recent study indicated that histone replacement-completed sperm retain histone H3 mainly on specific promoter regions in mice^17^. In *Drosophila*, epiallelic status of H3K27me3 can be dominantly transmitted to the progeny^24^. *Drosophila* paternal Cid/Cenp-A, a centromere histone protein, can be transmitted to progeny embryos^64^. Similarly, human spermatozoa retain and transmit nucleosomes with constitutive heterochromatin containing H3K9me3 to embryos^65^. Our previous report showed that dATF-2 is required for the establishment and maintenance of heterochromatin by regulating the H3K9me2 level, and heat shock stress induces dATF-2 phosphorylation by p38 and its release from heterochromatin, and disrupts the heterochromatin status in germ cells^8^. This causes heterochromatin disruption, which is inherited by the next generation. Based on these observations, it is likely that restraint stress disrupts heterochromatin by decreasing H3K9me2 levels in testicular germ cells, and this is transmitted to offspring. Via a similar mechanism, restraint stress may reduce H3K9me2 on dATF-2 target genes, and this may be transmitted to offspring to modulate metabolism. However, we could not analyze dATF-2 target genes in testicular germ cells by ChIP because our anti-dATF-2 antibodies worked only on embryo chromatin but not testis chromatin. This could be due to the presence of non-specific proteins that bind to anti-dATF-2 antibodies in testes. To detect epigenetic effect of paternal restraint stress, we crossed restraint stress-treated *w*^*1118*^ males with *w*^*m4*^ females. We observed the level of histone H3K9me2 was slightly but significantly decreased in the *w* gene locus of *w*^*m4*^ offsprings from restraint stress-treated fathers. Although the X chromosome harboring the *w*^*m4*^ gene in the male offspring was derived from the unstressed female, paternal restraint stress increased *w* expression in male offspring, which is reminiscent of paramutation. We and another group have reported that paternal stress can influence epigenetic status on maternally supplied X chromosome using the *w*^*m4*^ strain^6,8^. A previous report also indicated that quantitative content of heterochromatin on the Y chromosome affects PEV phenotypes of *w*^*m4*^ flies^66^. Physical pairing between the heterochromatic regions of X chromosomes and other chromosomes, or the *trans*-action of some molecules, such as noncoding RNA, may induce partial disruption of the heterochromatin on the X chromosome. Small noncoding RNAs have been also reported as a factor of transgenerational transmission of paternal phenotypes in several model animals^67^. Noncoding RNAs in sperm may also influence the transgenerational effect by paternal restraint stress. Further analysis is required to elucidate the detailed mechanism by which restraint stress affects metabolism in offspring via dATF-2 in testicular germ cells.

Consistent with a previous report on mice^29^, the present study indicates that paternal restraint stress affects metabolism in offspring, albeit differently, possibly due to differences among species and experimental conditions. In the present study, paternal restraint stress enhanced the expression of genes involved in one-carbon metabolism, while paternal restraint stress decreased the expression of genes involved in glycolysis and the TCA cycle in the previous work on mice. Restraint stress disrupts heterochromatin possibly by decreasing the H3K9me2 level, which is thought to directly enhance the transcription of dATF-2 target genes. Therefore, downregulation of genes by paternal restraint stress, such as glycolysis-related genes, may occur indirectly via upregulation of one-carbon metabolism-associated genes. The *phosphoglycerate dehydrogenase* (*PHGDH*) gene is important in balancing glycolysis and one-carbon metabolism, and its amplification in some cancer cells causes the diversion of a relatively large amount of glycolytic carbon into serine and glycine metabolism^68^. The upregulation of one-carbon metabolism genes, including *PHGDH*, enhances the levels of glutathione and taurine, which are major factors for reducing ROS during detoxification^69,70^. ROS stabilizes the transcription factor hypoxia-inducible factor-1α (HIF-1α)^71^, which activates genes related to glycolysis^72^. Therefore, one possibility is that indirect downregulation of glycolysis genes may be due to decreased activity of HIF-1 following the lowering of ROS levels by paternal restraint stress.

Multiple studies have shown that psychological stress affects metabolism^73^, and metabolism conversely modulates the response to psychological stress^74^. The incidence of both depression and diabetes increases with age, and inflammatory cytokines play a key role in eliciting both diseases. Growing evidence indicates that depression and type 2 diabetes share biological origins, particularly overactivation of a cytokine-mediated inflammatory response, potentially through dysregulation of the HPA axis^75^. Thus, psychological stress and metabolism are tightly connected, and our study indicates that psychological stress modulates metabolism in offspring through intergenerational inheritance via sperm. Some previous evidence showed that diet composition may attenuate stress-induced symptoms^76^, and the present results, including precise gene expression changes induced by paternal restraint stress, may contribute to the development of useful foods or supplements with therapeutic benefits.

## Methods

### *Drosophila* stocks

All flies were maintained at 25 °C on standard medium. The strains used in this study were *w*^*1118*^ (wild-type; BDSC 5905), In(1) *w*^*m4*^ (*w*^*m4*^ for short), *Mekk1*^*Ur36*^ ^77^, *elav-GS-GAL4* (BDSC 43642), and *UAS-upd3* (Harvard EXELIXIS stock collection *P[XP]d04951*)^78^. To generate the *dATF-2*^*KO*^ null mutant, the ends-out targeting approach was used^34^. The *dATF-2*^*KO*^ mutant lacks the entire *dATF-2* gene region and does not express *dATF-2* (Supplementary Fig. 2). To normalize the genetic background, *w*^*m4*^ and *dATF-2*^*KO*^ were backcrossed six times with *w*^*1118*^.

### Standard fly medium

We used the following reagents for standard fly food: agar powder: WAKO 010-15815 (500 g), d(+), Glucose: WAKO 045-31167 (10 kg), Dry yeast: Beer Yeast Korea Inc. Dry Yeast G2 (20 kg), and Cornmeal: SUNNY MAIZE CO., LTD. Corn grits No. 4 M (25 kg). After entirely dissolving all reagents (21 g of agar powder, 300 g d(+)-Glucose, 150 g of dry yeast, 210 g of cornmeal) in 3.5 l Mili-Q water with heating, the mixture is autoclaved and cool down up to 80 °C. Then, 10 ml of propionic acid is added and dispense the medium into each vial (5 ml/vial) and plugging.

### Restraint stress

To induce restraint stress, 1-day-old adult males (separated from females on day 0, 20 flies/vial) were anesthetized and gently placed between two soft sponge plugs (COW 30t × 27⌀; HIGH TECH LLC, Chiba, Japan) in a plastic vial (MKC-30 [small]; HIGH TECH), as shown in Supplementary Fig. 1a, b. Flies were exposed to restraint stress for 10 h, and then transferred into a new vial containing normal medium and rested for 14 h. We repeated the cycle of restraint stress up to three times and then crossed with appropriate females. To eliminate the effects of differences in genetic and rearing conditions in parents, we always compared the F1 progenies from sibling parents in each experiment. All steps were conducted under constant temperature (25 °C) and humidity (60%) with 12 h light:12 h dark cycle.

### PEV assay and pigment quantification

Eclosed flies were separated by sex and reared in new vials (30 flies/vial) at 25 °C, and flies at 5−6 days old were transferred into 1.5 ml tubes, frozen in liquid nitrogen, and stored at −30 °C until use. Frozen flies were decapitated by vigorous shaking and vortexing, and ten heads were homogenized with a pellet mixer in 250 μl methanol/0.1% HCl, followed by overnight extraction at 4 °C. After centrifugation at 15,000 × *g* for 5 min, the absorbance of each sample was measured at 480 nm using a DU 730 spectrophotometer (Beckman Coulter, CA, USA).

### Paternal overexpression of *upd3* in neuronal cells

To overexpress *upd3* specifically in adult neuronal cells, we used RU486-inducible *elav-*gene-switch-GAL4 system^50^. We prepared RU486 medium mixed with RU486 from a 25 mg/ml stock solution in 100% ethanol to a final concentration of 50 and 200 µg/ml. As a control medium, we used standard medium with 100% ethanol only. Schematic diagram of the experimental procedure are described in Fig. 6b. One-day-old F0 males are reared in the RU486-containing medium for a week, and then cross with wm4 females in a vial with normal medium. After eclosion of F1 males, we measured the red-eye pigment level of 5–7 days old F1 males.

### Chromatin immunoprecipitation (ChIP)

Twenty adult males were collected and homogenized with ~15 strokes of a loose Dounce pestle in 5 ml of cold M3 *Drosophila* medium. After centrifugation (300 × *g*, 1 min), The supernatant was transferred into a new tube and washed with M3 *Drosophila* medium and then phosphate-buffered saline (PBS) once. The cells were pelleted by centrifugation (1000 × *g*, 5 min), and then resuspended by pipetting 1 ml of the cell-burst buffer (25 mM HEPES-KOH [pH 7.3], 1.5 mM MgCl_2_, 10 mM KCl, 0.2% NP-40 and proteinase inhibitor cocktail). Then, cells were washed with 1 ml of fixing buffer (25 mM HEPES-KOH [pH 7.3], 1.5 mM MgCl2, 10 mM KCl, 0.1% NP-40 and proteinase inhibitor cocktail) and resuspend in 1 ml of fixing buffer. Then, 62.5 µl of 16% paraformaldehyde solution was added and incubate at RT for 5 min. The cross-linking reaction was stopped by adding 62.5 µl of 2 M glycine. After washing with 1 ml of fixing buffer twice, cells were collected by centrifugation (2000 × *g*, 2 min) and frozen with nitrogen liquid. Next, the pellet was resuspended in 300 µl of nuclear lysis buffer (50 mM Tris-HCl [pH 8.0], 10 mM EDTA, 1% sodium dodecyl sulfate (SDS) and proteinase inhibitor cocktail) and incubated on ice for 20 min. The samples were sheared by sonication with Q800R sonicator (Qsonica, CT), and the sonication conditions were 15 s pulse on, 45 s pulse off, and 30 W of power for 2 min. After centrifugation (15,000 × *g*, 15 min), the supernatant was diluted with 2.9 ml of IP dilution buffer (20 mM Tris-HCl [pH 8.0], 150 mM NaCl, 2 mM EDTA, 0.5% Triton X-100 and proteinase inhibitor cocktail). For immunoprecipitation, samples (1 ml each) were incubated with antibodies prebound to protein A or G Dynabeads (Invitrogen, Carlsbad, CA). After overnight incubation at 4 °C, the beads were washed three times with wash buffer I (0.5% Triton X-100, 0.1% SDS, 2 mM EDTA, 20 mM Tris-HCl [pH 8.0], 150 mM NaCl and proteinase inhibitor cocktail) and once with wash buffer II (0.5% Triton X-100, 0.1% SDS, 2 mM EDTA, 20 mM Tris-HCl [pH 8.0], 500 mM NaCl and proteinase inhibitor cocktail). The beads were washed with wash buffer III (0.5% NP-40, 1 mM EDTA, 20 mM Tris-HCl [pH 8.0], 0.25 M LiCl and proteinase inhibitor cocktail) and twice with TE. The DNA samples were eluted with 100 µl elution buffer (TE buffer containing 1% SDS) and voltexed for 10 min. Then the samples were transferred to new tubes, mixed with 100 µl TE containing RNase A, and incubated at 65 °C for overnight for reverse cross-linking. DNA samples were purified and resuspended in 100 µl of TE using the QIAquick PCR purification kit (QIAGEN, Hilden, Germany). DNA levels were determined by qPCR on a QantStudio 3 Real-Time PCR system (Applied Biosystems). Antihistone H3 (ab1791; Abcam, Cambridge, UK), and antihistone H3K9me2 (ab1220; Abcam, Cambridge, UK) were used for ChIP assay. The primer pairs were used as described in ref. ^33^.

### Quantitative RT-PCR

To obtain total RNA from various body parts (head, fat body, and testes), five flies were dissected in RNAlater (Qiagen, Hilden, Germany) on ice, and total RNA was extracted using Isogen II (Nippon Gene, Tokyo, Japan). To evaluate cytokines and TotA induction by restraint stress, whole-body samples from five males were used for total RNA extraction, and qRT-PCR was performed using a One Step SYBR PrimeScript PLUS RT-PCR kit (Takara Bio, Shiga, Japan) and an Applied Biosystems ABI Prism 7000 Sequence Detection System. Sequences of PCR primers are listed in Supplementary Table 2.

### RNA in situ hybridization (ISH)

A 618 bp DNA fragment corresponding to the nucleotide positions 646–1263 of *dATF-2* was subcloned into the pGEMT-Easy vector (Promega, Madison, WI, USA) and was used for generation of sense or antisense RNA probes.

Paraffin-embedded fly sections (6 μm) were obtained from Genostaff Co., Ltd. (Tokyo, Japan) Adult males were fixed with Tissue Fixative (Genostaff Co., Ltd.), embedded in paraffin using standard procedures, and cut into 6-μm sections. For ISH, fly sections were deparaffinized with xylene and rehydrated through a graded ethanol series in PBS. Sections were fixed in 4% paraformaldehyde in PBS for 15 min, washed with PBS, treated with 6 μg/ml proteinase K in PBS for 30 min at 37 °C, washed with PBS, refixed with 4% paraformaldehyde in PBS, washed again with PBS, and then placed in 0.1 M triethanolamine HCl (pH 8.0) containing 0.25% acetic anhydride for 10 min. After washing with PBS, sections were dehydrated through a graded ethanol series. Hybridization was performed with probes at concentrations of 3000 ng/ml in Probe Diluent-1 (RPD-01; Genostaff Co., Ltd.) at 60 °C for 16 h. After hybridization, sections were washed in 5× HybriWash (SHW-01; Genostaff Co., Ltd.) and an equal volume of 5× SSC at 60 °C for 20 min, and then in 50% formamide in 2× HybriWash at 60 °C for 20 min, followed by RNase treatment in 50 μg/ml RNase A in 10 mM Tris-HCl (pH 8.0) containing 1 M NaCl and 1 mM EDTA for 30 min at 37 °C. Sections were washed twice with 2× HybriWash at 60 °C for 20 min, twice with 0.2× HybriWash at 60 °C for 20 min, and once with PBST (0.1% Tween-20 in PBS). After treatment with G-block (GB-01; Genostaff Co., Ltd.) for 30 min, sections were incubated with anti-DIG AP conjugate (Roche) diluted 1:1000 with TBST for 2 h at room temperature (RT). Sections were washed twice with TBST and then incubated in 100 mM NaCl, 50 mM MgCl_2_, 0.1% Tween-20, and 100 mM Tris-HCl (pH 9.5). Coloring reaction was performed with NBT/BCIP solution (Sigma) overnight, followed by washing with PBS. Sections were counterstained with Kernechtrot stain solution (Muto pure chemicals, Tokyo, Japan), dehydrated, and then mounted with Malinol (Muto pure chemicals).

### Western blotting

To examine dATF-2 levels in testes of *w*^*1118*^ and *dATF-2*^*KO*^ males, 50 pairs of testes were dissected and homogenized with 100 μl RIPA buffer (20 mM Tris-HCl [pH 8.0], 300 mM NaCl, 1% NP-40, 0.1% sodium deoxycholate, 0.1% SDS, 1 mM EDTA, and proteinase inhibitors). Samples were incubated on ice for 20 min and centrifuged at 15,000 × *g* for 10 min. Supernatants were mixed with the same volume of 2× SDS sample buffer, boiled for 10 min, and subjected to western blotting with anti-dATF-2 antibody (1:1000), which was raised against the pseudomonas exotoxin full length dATF-2 fusion protein^79^.

To detect P-p38 in testes, ten pairs of testes were dissected and homogenized with 50 µl 2× SDS sample buffer. For detecting Phospho-p38 from whole body, Five fly males were directly homogenized with 50 µl 2× SDS sample buffer. After boiling and centrifugation, supernatants were used for western blotting with rabbit phospho-p38 MAPK monoclonal antibody (1:1000; Thr180/Tyr182; catalog number 9215; Cell Signaling Technology, Danvers, MA, USA) and mouse anti-alpha-tubulin antibody (1:2000) as an internal control.

Membranes were probed with Alexa Fluor Plus 680/800 goat anti-rabbit IgG or anti-mouse IgG secondary antibodies (1:20000; Invitrogen, Carlsbad, CA). Signal bands were detected using an Odyssey Fc Imager (LI-COR, Lincoln, NE, USA).

### Immunohistochemistry of testes

Testes from 1-day-old males with/without restraint stress were dissected with 1× testes buffer (183 mM KCl, 47 mM NaCl, 10 mM Tris-HCl [pH 6.8], protease inhibitor cocktail, and phosphatase inhibitor cocktail) and fixed with fixation buffer (4% paraformaldehyde in testes buffer) for 40 min. Samples were then washed with PBTx (PBS containing 0.5% Triton-X-100, protease inhibitor cocktail, and phosphatase inhibitor cocktail) twice, and then treated with Image-iT FX signal enhancer (Invitrogen) for 30 min at RT. After washing with PBTx, samples were blocked with 10% goat serum in PBTx for 1 h and then incubated with anti-P-p38 (1:100; catalog number 9215; Cell Signaling) overnight at 4 °C, rinsed with PBTx at RT for 10 min (three times), and then labeled with Alexa Fluor^®^ 488 Goat Anti-Rabbit IgG (#R37116; Thermo Fisher Scientific, Waltham, MA). All images were obtained using a confocal laser scanning microscope (LSM780; Carl Zeiss, Germany) with the same parameter settings. To compare the intensity of the P-p38 signal in samples with/without restraint stress, the average brightness per pixel of testes regions was measured using Adobe Photoshop CS6 (Adobe Systems, CA, USA) and normalized against the average brightness of the outer region of testes in each image.

### RNA-seq analysis

*w*^*1118*^ or *dATF-2*^*KO*^ males subjected to paternal restraint stress (three times) or controls were crossed with *w*^*1118*^ females. Five-day-old F1 males derived from paternal restraint stress (three times) and control flies were vigorously shaken after freezing in liquid nitrogen and storing at −80 °C (50 flies/sample) to separate heads and other body parts. Total RNA from the resulting samples was isolated using Isogen II (Nippon Gene), and poly(A) + RNA was purified using an Oligotex-dT30 <Superå purification kit (Takara Bio). cDNA libraries (*n* = 5 per group) were generated using TruSeq Stranded Total RNA and a Ribo-Zero Gold LT Sample Prep Kit (Illumina, San Diego, CA, USA). We then produced a set of ~8.2 × 10^7^ paired-end reads (100 bp × 2, insert size 160 bp) from each cDNA library using a Hiseq 2500 instrument (Illumina). Sequenced reads were mapped to the *Drosophila melanogaster* genome (UCSC, dm3) using TopHat. The expression levels were estimated and compared using Cufflinks and Cuffdiff programs.

### Metabolome analysis

*w*^*1118*^ or *dATF-2*^*KO*^ males subjected to paternal restraint stress (three times) or controls were crossed with *w*^*1118*^ females. Five-day-old F1 males (30 flies) derived from paternal restraint stress (three times) and control flies were stored at −80 °C in 500 μl ethanol containing internal standards (20 μmol/l each of methionine sulfone and D-camphor-10-sulfonic acid) for metabolome analysis. After adding zirconium beads (5 mm × 2, 3 mm × 4), samples were homogenized using a Shake Master NEO (Bio Medical Science, Tokyo, Japan) for 1 min at 1500 rpm. Homogenates were mixed with 500 μl CHCl_3_ and 200 μl Milli-Q water and centrifuged at 4600 × *g* for 15 min at 4 °C. A 300 μl sample of the aqueous layer was then subjected to ultrafiltration (5 kDa cut-off) by centrifugation at 9100 × *g* for 160 min at 20 °C. Samples were dissolved in 50 μl of Milli-Q water containing 200 μmol/l each of 3-aminopyrrolidine and trimesic acid before CE-TOFMS analysis, which was performed as described previously^80^. Raw data from CE-TOFMS were processed using our proprietary automatic integration software (MasterHands)^81^. CE-TOFMS analysis was performed on sic samples per group and subjected to further analysis. Statistically significant differential metabolites (*p* < 0.05, *t*-test) among groups, and their relative amounts, were portrayed using a heatmap, and PCA and metabolome Enrichment Set Analysis were conducted using a web-based application^82^.

### Rotenone stress test

To examine the effects of rotenone on the survival of individual flies, a single fly was placed in each well of a 384-well microplate containing rotenone medium (5% sucrose, 0.5% dry yeast, 0.3% propionic acid, 1.5% agar, and 5 mM rotenone). The plate was sealed with a lid (acrylic plate with holes, 0.5 mm diameter, centered above each well). The plate as scanned on a charge-coupled device flatbed scanner at 5-min intervals. Individual death times were determined at high temporal resolution (5 min) using a series of time-lapse images. We determined the death timing of flies using an in-house developed software.

### Statistics and reproducibility

All data were analyzed by GraphPad Prism version 8. Error bars represent means ± s.d. of more than three biologically independent samples and each experiment was independently repeated more than two times with similar results unless otherwise mentioned. A student’s unpaired, two-tailed *t* test was performed to compare differences between groups in each experiment (***p < 0.001; **p < 0.01; *p < 0.05; n.s., no significant). A statistical analysis of the survival curves was conducted by log-rank (Mantel–Cox).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Items

Supplementary Data 1

Reporting Summary

Peer Review File

## Data Availability

RNA-seq data are accessible in the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE140950. Source data for the main and supplementary figures are included in Supplementary Data 1. Any other data not included in the paper or supplementary materials is available from the authors upon reasonable request.

# Supplementary material for: Paternal restraint stress affects offspring metabolism via ATF-2 dependent mechanisms in Drosophila melanogaster germ cells
**Source:** Commun Biol. 2020 May 4;3:208. doi: 10.1038/s42003-020-0935-z
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Items

Supplementary Data 1. Source data for figures.

Excel file containing source data for all main and supplementary figures.

How the deposited data were processed for this re-analysis (not part of the article)

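Gene expression was measured by RNA-seq in male offspring of w1118 and dATF-2KO fathers, in heads and in other parts of the body, after paternal restraint or none. Samples were grouped by the sample labels and the paper. Each of the 42 samples is a pool of 50 flies; the series description calls them biological replicates, and the paper's statistics section speaks of biologically independent samples for its error bars in general. The RNA-seq methods do not say whether each pool came from its own cross, so the p-values measure the spread between these pools. That the fathers of the heads labelled dATF-2KO had this genotype rests on the labels, since Atf-2 levels do not settle it. The paper's methods name a total RNA kit with rRNA removal after poly(A) selection, and the labels another kit and sequencer; this is not settled here.

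The authors mapped reads to dm3 with TopHat (TopHat2 in the submitters' processing notes, which also name CASAVA, Cufflinks and Cuffnorm) and deposited FPKM values, scaled within each of 4 tables. Versions of these programs, the annotation and filters on reads are not given in the sources used here. The deposited tables also hold the authors' mean FPKM of the restrained group, the ratio of group means, p-values, q-values and the fraction of unchanged genes (pi0) estimated with the q-values. The paper names Cuffdiff for the comparison. In the 3 tables whose library columns are named, the authors' p-value equals an equal-variance t-test of the FPKM values within 1e-09 for every gene that has one (14458, 14248 and 14263 genes). Each table lists 15061 genes, of which 5 have a date in place of a symbol; these stayed in the tests. Some loci in the tables span several overlapping genes, and values of overlapping or near-identical genes are uncertain where reads could be split between them. Coordinates are those of the tables, with the left end counted from 0 and so raised by 1.

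For the dATF-2KO other parts and both head tables, limma 3.58.1 in R 4.3.3 was run with a mean-variance trend on log2(FPKM + 0.5), genes of a mean of at least 1 FPKM, Benjamini-Hochberg adjustment within the table, and the study's thresholds of 0.05 and 1.4-fold. This was planned for other parts with w1118 fathers too. There, 12 columns of values per library carry names that show neither sample nor group, and they were not used. The comparison therefore rests on the authors' deposited table: its p-values were adjusted again over the genes kept and its ratio gave the fold. No value per library, standard deviation of a group or leave-one-out can be given for it, and spread enters only through the authors' p-values. The 165 genes with a ratio of 0, from which no control level follows, were left out. Genes with no ratio, such as Cp36 at a restrained mean of 4.28 FPKM, were left out too. The counts therefore say nothing of genes whose ratio is 0 or missing. An earlier grouping of those columns from their values was withdrawn and none of its results are reported, but its output had been seen, so tests of this comparison are not tests on unseen data.

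Gene lists, 34 in all, were fixed before the data were examined, as were the thresholds, the lists of markers and the alternatives unless stated otherwise. They were tested with camera at a preset correlation of 0.01 and again with an estimated correlation, adjusted over the lists, and with fry where libraries are named. For other parts with w1118 fathers, camera ran on z-scores made from the authors' p-values and the sign of the ratio. The estimated correlation there came from the dATF-2KO libraries of other parts, an alternative chosen after seeing the data. With that correlation, 5 of the 16 lists called there passed: one-carbon metabolism, glycine, serine and threonine metabolism, purine synthesis, ribosomal proteins and heat shock proteins. Differences between changes were planned as a limma interaction; in its place, the difference of log2 ratios was tested with the standard error that each table's ratio and p-value imply, at 10 and 8 degrees of freedom.

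Genes named in the text are the 10 called genes with the largest change in each direction per comparison, up to 4 members of each list with the smallest adjusted p, the genes the study names, and the members of the reaction steps of glycolysis and the TCA cycle. Some egg and yolk genes, such as Cp36, were picked apart from these rules to look at single libraries. The alternatives were pseudocounts of 0.1 and 1, no filter and a minimum of 5 FPKM, other scalings, no threshold on the fold, robust and weighted fits, a replicate block, marker levels as covariates, the authors' test values and each library left out in turn. The method was tested on simulated data: in other parts with dATF-2KO fathers it recovered 86% of 100 genes changed by 1.5-fold and 92% of 100 changed by 2-fold, with 2 false calls among 12220 genes. It recovered 91% and 94% in w1118 heads (3 false calls among 9814 genes), 81% and 93% in heads labelled dATF-2KO (2 among 9837), and the test of differences recovered 89% of 200 genes changed by 2-fold (5 false calls among 12326). Simulated genes were drawn independently from normal distributions, with no correlation between genes and no library that stands apart. The numbers of false calls therefore need not hold for the real libraries. The FPKM values carry no read counts, so no interval for counting error can be given. The metabolome, eye pigment and other measurements of the study were not analysed here. Tables and the figure were made with Python 3.11.15.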

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

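The tests of the egg and yolk genes were chosen only after the result was seen, and the tests of differences between changes took their form after the values were seen; the comparisons they make and the check for samples far from their group were set earlier.

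In restrained replicate 3 of other parts with dATF-2KO fathers, 14 egg and yolk markers had a mean log2(FPKM + 0.5) of 8.03, against a median of 0.018 in its group. Yp1, Yp2 and Yp3 were at 486, 460 and 235 FPKM there, and Cp36, a chorion gene, at 250 FPKM. A change shared by the offspring of restrained fathers is argued against, since 0 of the other restrained libraries had a marker mean over 1 (log2) above every unrestrained library. A change limited to the flies of that library stays open. The head library of the same number also held yolk RNA, with Yp1 at 499 FPKM and Cp36 listed at 0. Whether those heads came from the same flies is not given. RNA of a female fly in the library of other parts stays open too. The count of 13 of the 14 genes at least 10 times the highest other library is over the genes that set it apart and so does not test this. Without that library of other parts 9 genes were higher and 4 lower, in place of 15 and 3, and how such RNA came into the library was not tested.

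Of 188 groups of 5 libraries examined for a sample far from the rest, 23 had one, where chance gives about 5% of groups. With dATF-2KO fathers, in other parts, these were Act5C in unrestrained replicate 3 at 911 FPKM (group median 771), Cyp4p2 and CG6439 in restrained replicate 3 at 3.16 FPKM (3.83) and 205.2 FPKM (238), and CG31259 in restrained replicate 1 at 4.52 FPKM (3.86). In heads with w1118 fathers, unrestrained replicate 3 stood apart for fne at 34.8 FPKM (43.0), snoRNA:MeU5-C46 at 78.4 FPKM (59.4), Mpk2 at 8.07 FPKM (9.67) and PyK at 483 FPKM (548). In that library the mean log2(FPKM + 0.5) of fat body markers was 5.78 (5.88) and that of neuron markers 5.95 (6.11). Other libraries of these heads stood apart for spz3 in unrestrained replicate 1 at 3.77 FPKM (3.25), TotA in unrestrained replicate 2 at 1199 FPKM (977), Mpk2 in restrained replicate 3 at 10.7 FPKM (9.39), Hex-A in restrained replicate 4 at 147 FPKM (136) and CG5028 in restrained replicate 1 at 149 FPKM (141).

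In heads labelled with dATF-2KO fathers, Hex-A was at 147 FPKM in unrestrained replicate 2 (143), PyK at 528 FPKM in restrained replicate 3 (541) and l(1)G0156 at 132 FPKM in restrained replicate 1 (127). The mean log2(FPKM + 0.5) of fat body markers was 5.90 in unrestrained replicate 3 (5.83), that of photoreceptor markers 9.49 in unrestrained replicate 1 (9.57), and that of accessory gland markers 1.90 in restrained replicate 4 (0.86). In restrained replicate 3 of these heads the egg and yolk markers had a mean of 1.65 (0.24), with Yp1 at 499 FPKM and Yp2 at 335 FPKM, while Cp36 was listed at 0. Unrestrained replicate 3 of these heads had Yp1 at 12.8 FPKM and Yp2 at 9.40 FPKM, where the other unrestrained libraries had at most 2.70 and 1.23 FPKM.

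The change differed between w1118 and dATF-2KO fathers in other parts for 3525 genes, and between other parts and heads with w1118 fathers for 2582 genes. With w1118 minus dATF-2KO fathers, the difference of log2 ratios was 2.53 for Lsp2, 1.84 for Lip3, 1.40 for MtnB, 1.20 for Fst and 1.04 for CG43348. It was -3.91 for Cyp4p2, -1.47 for CG43329, -1.42 for CG34258, -1.41 for CG4704, -1.38 for CG13526, -1.37 for CG43104 and -1.24 for CG11756. Of the genes the study names, it was 0.49 for Atf-2, 0.48 for Idh, 0.45 for Hex-C, 0.44 for CG6287, 0.26 for p38b and 0.18 for Mpk2, which encodes p38a. With other parts minus heads, it was 2.26 for Lsp2, 1.13 for CG34227, 0.53 for Atf-2, 0.47 for CG6287, 0.35 for Hex-C, 0.28 for Idh, 0.24 for Mekk1, 0.24 for p38b, 0.24 for Act5C, 0.22 for PyK and -0.12 for CG6439. Father's genotype and tissue are each also the table, so a difference between tables in scaling or handling is not separated from them.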

How the results depend on the processing

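Tests chosen only after the data were seen used the correlation estimated in dATF-2KO libraries, the authors' q-values, a pseudocount of 0.5 on the authors' means, or 5 against 5 libraries in the test of differences. For w1118 fathers and other parts, both counts of calls stayed within 1.5 times the reported ones under pseudocounts, filters and the authors' q-values over the genes kept (229 to 296 higher, 903 to 1229 lower), and with no fold threshold there were 2704 higher and 2829 lower. Of the 16 lists called there, 5 were called with the correlation estimated in dATF-2KO other parts. Without testis-enriched paralogs, steps with a lower gene went from 4 to 0 in glycolysis and from 6 to 1 in the TCA cycle. In other parts with dATF-2KO fathers, lower genes numbered 1 at a mean of at least 5 FPKM, 5 with no fold threshold and 6 with library weights, in place of 3. With the accessory gland markers as a covariate there were 9 higher and 1 lower, and on the authors' test values 3 higher and 1 lower. In w1118 heads, higher genes numbered 3 with quantile normalization, 64 with no fold threshold, 3 with testis and 2 with accessory gland markers as a covariate, in place of 5. Lower genes there numbered 46 with no fold threshold, 1 with either covariate and 2 on the authors' test values, in place of 4. In heads labelled dATF-2KO, lower genes numbered 5 with no fold threshold and 0 on the authors' test values (1041 at an unadjusted p under 0.05 in limma), in place of 1. With an estimated correlation 0 lists were called by camera in each of these 3 tables, in place of 13, 4 and 7. Quantile normalization left 2 lists in w1118 heads and the accessory gland covariate 4 in heads labelled dATF-2KO. The cause of these shifts was not tested.

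With 1 library left out, the dATF-2KO other parts gave 7 to 15 higher and 1 to 4 lower genes in limma, w1118 heads 2 to 5 and 0 to 4, and heads labelled dATF-2KO 0 to 2 and 1 to 2. Lists called ranged from 8 (without restrained replicate 3) to 14, from 3 to 4, and from 4 (without unrestrained replicate 3 or restrained replicate 5) to 9. The differences between changes ranged from 3036 to 3640 and from 2363 to 2595 genes. With the replicate block, limma gave 0 higher and 0 lower genes in w1118 heads (1563 at an unadjusted p under 0.05 without it) and 17 higher and 0 lower in dATF-2KO other parts. Same-numbered libraries correlated between -0.12 and 0.14 in their deviations, and not every library fitted its own number best. Weak correlations do not settle whether these libraries were paired. The paper's methods state that offspring of sibling parents were compared in each experiment. Of named genes, 1052 values outside leave-one-out were the same in call and direction, 65 were weaker, 11 stronger and 0 reversed, and with 1 library left out 589 were the same, 101 weaker and 0 reversed. Not run for w1118 other parts, whose library columns were not used, were other scalings, robust and weighted fits, the block, marker covariates, each library left out and 5 per group. For the differences between changes, other scalings, block, weights and robust fits were not run. FPKM give no read depth, so limits from depth are unknown.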

Differences from the paper's values

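Of the tests here, only the count by the authors' q-values was chosen after the result was seen. At the paper's thresholds, with genes under a mean of 1 FPKM left out, 15 genes were higher in other parts with dATF-2KO fathers, where the paper reports 3. Of the alternatives set before the data were examined, the authors' test values, adjusted over the genes kept, gave 3. The others still differed, namely both pseudocounts, both filters, quantile normalization, median centring, no fold threshold, robust and weighted fits, the replicate block, both marker covariates and each library left out. In the same table 3 genes were lower, where the paper reports 1. A mean of at least 5 FPKM, the accessory gland covariate, the authors' test values and leaving out unrestrained replicate 2, 3 or 4 each gave 1. The remaining alternatives differed, and of these the replicate block gave 0 lower genes (limma, 906 at an unadjusted p under 0.05 with all libraries).

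For wild-type fathers the paper states that no gene passed its thresholds in heads, while 5 genes were higher and 4 lower there. The replicate block gave 0 higher and 0 lower genes in w1118 heads (limma, 1563 at an unadjusted p under 0.05 without the block), and leaving out unrestrained replicate 2 gave 0 lower genes. By the q-values of the authors' deposited table, 8 genes were higher and 3 lower by at least 1.4-fold in w1118 heads.

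Fig. 2b shows no lower gene shared between w1118 and dATF-2KO fathers, while Cyp4p2 was lower with both. With dATF-2KO fathers its call was lost with the replicate block, the accessory gland covariate, the authors' test values and without unrestrained replicate 1, 2, 3 or 4 or restrained replicate 2, 4 or 5 (adjusted p from 0.0529 to 0.122), and a mean of at least 5 FPKM left the gene out. Fig. 2c places purine and glutathione metabolism among the pathways of lower genes. Of 12 purine synthesis and breakdown genes 5 were higher and 0 lower on the authors' p-values (9 and 0 at an unadjusted p under 0.05), and of 31 glutathione S-transferases 3 were higher and 1 lower. These lists are not the pathway lists of the figure, whose genes were not used here.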

Other observations

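The tests on testis-enriched enzyme genes, the estimated correlation for other parts with w1118 fathers and the counts by the authors' q-values were chosen only after the result was seen, while the gene lists and the splits of libraries were set before.

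In other parts with w1118 fathers, 11 of 73 cytochrome P450 genes were higher and 6 lower, also 11 and 6 when adjusted over the list alone (camera adjusted p = 1.79e-05, adjusted p = 0.283 with an estimated correlation). Cyp6a8 had a log2 ratio of 0.70 and Cyp6d2 one of -1.29 in the authors' deposited table. Of 31 glutathione S-transferases, 3 were higher and 1 lower, also 3 and 1 when adjusted over the list alone (camera adjusted p = 8.45e-05, adjusted p = 0.0620 with an estimated correlation). GstD8 had a log2 ratio of 0.83 in the authors' deposited table. Of 11 heat shock protein genes 1 was higher, also 1 when adjusted over the list alone, namely Hsp22 with means of 66.2 and 93.9 FPKM in the authors' deposited table (camera adjusted p = 0.0189, adjusted p = 0.0386 with an estimated correlation). Of 26 oxidative phosphorylation genes 0 passed on the authors' p-values, also 0 when adjusted over the list alone, and 16 were higher and 0 lower at an unadjusted p under 0.05 (camera adjusted p = 2.21e-04, adjusted p = 0.523 with an estimated correlation).

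Immune genes had positive medians by limma in the other tables, 0.23 in w1118 heads (camera adjusted p = 7.05e-09, adjusted p = 0.890 with an estimated correlation), 0.20 in other parts with dATF-2KO fathers (camera adjusted p = 3.55e-04, adjusted p = 0.686 with an estimated correlation) and 0.19 in heads labelled dATF-2KO (camera adjusted p = 0.00145, adjusted p = 0.692 with an estimated correlation). Of the 28 tested in each, 0 were called by limma, and 1, 1 and 0 were higher when adjusted over the list alone (12, 2 and 4 higher and 1, 1 and 2 lower at an unadjusted p under 0.05). With dATF-2KO fathers, the lists lower by camera that were higher with w1118 fathers were, in other parts, the 2 metabolic lists of galactose, starch and sucrose and of alanine, aspartate and glutamate, cytochrome P450 genes (adjusted p = 3.60e-05, adjusted p = 0.686 with an estimated correlation), oxidative phosphorylation and fat body markers (adjusted p = 3.55e-04 each, adjusted p = 0.686 with an estimated correlation). Of these, 1 P450 gene was called lower, and 2 when adjusted over the list alone, and 0 oxidative phosphorylation genes and fat body markers were called by limma, also 0 when adjusted over the list alone (6 and 3 lower at an unadjusted p under 0.05). In heads labelled dATF-2KO, the TCA cycle list was lower by camera (adjusted p = 0.0189, adjusted p = 0.472 with an estimated correlation), with 0 of 20 genes called by limma, 0 when adjusted over the list alone and 2 lower at an unadjusted p under 0.05. In the same heads, 12 genes within pericentric heterochromatin had a median log2 change of 0.07, with 0 called by limma, 0 when adjusted over the list alone and 8 higher at an unadjusted p under 0.05 (camera adjusted p = 2.46e-06, adjusted p = 0.376 with an estimated correlation). For w1118 fathers and other parts, Yp1 had means of 0.236 and 28.2 FPKM in the authors' deposited table (adjusted p = 0.441). The 12 egg and yolk markers tested had a median log2 ratio of 5.25 (camera adjusted p = 0.349, adjusted p = 0.832 with an estimated correlation). Of these, 0 passed on the authors' p-values, 0 when adjusted over the list alone and 0 at an unadjusted p under 0.05. This does not show equal levels. Whether a single library carried this RNA cannot be seen, since the library columns were not used. The photoreceptor gene Arr2 had means of 10.5 and 38.9 FPKM there in the authors' deposited table (adjusted p = 0.0707).

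In other parts, 16 of the 25 testis-enriched enzyme genes were lower with restrained w1118 fathers (camera adjusted p = 1.89e-07, adjusted p = 0.432 with an estimated correlation), while CG1544 of this list had a log2 ratio of 0.41 in the authors' deposited table and 1 of the other 32 genes of these pathways, CG33791, was called lower. An effect of the authors' scaling of the table stays open. The median log2 ratio over all tested genes was 0.0086, but scaling within a table tends to hold this median near 0, so it cannot decide. A factor shared by all genes would move both sets alike, and so does not by itself account for the gap between them. The testis-enriched genes had an upper quartile of -0.36 and the other genes of these pathways a lower quartile of 6.44e-04. Lower expression of glycolysis and TCA cycle enzymes as a whole is argued against by that lower quartile. Even so, Pfk (-0.32) and CG7059 (-0.47) among the other genes had negative log2 ratios in the authors' deposited table. A fall of all testis RNA alike is argued against by 9 germ cell markers grouped here as early, such as topi, nht and sa. Their median was -0.047 and their range -0.28 to 0.16, above the quartiles of -0.89 to -0.43 of 26 markers grouped as late. The stages at which these genes are expressed were not tested, so the gap does not tell early from late germ cells. Of the 9, 7 were under 1 FPKM in w1118 heads and had a median of -0.038. The 3 meiotic markers had a median of -0.47, within the quartiles of the late ones, so the argument rests on the early markers only. A lower share of late germ cells, or lower expression within them, may account for the pattern as a hypothesis and stays open, as does an effect of the father's restraint, since no value here tells these apart.

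The libraries were split 100 times into groups of the same size, the real grouping counted as 1 of them. These splits take the pools as exchangeable, which the methods do not settle, and were not adjusted for the number of results. For the 15 higher genes of other parts with dATF-2KO fathers, no other split was as large (highest other split 5). This argues against chance but does not exclude it. For the 3 lower genes there, 2 splits were as large, the real one included, but the other gave 5, and 1 gene was lower without unrestrained replicate 2, 3 or 4, so this count carries little weight. In w1118 heads no other split was as large for the 5 higher or the 4 lower genes (highest other 2 for each). That argues against chance for both counts but does not exclude it. With 1 library left out those counts ranged from 2 (without unrestrained replicate 4 or restrained replicate 3) to 5 and from 0 (without unrestrained replicate 2, limma, 1563 at an unadjusted p under 0.05 with all libraries) to 4. Chance cannot be excluded for the 1 lower gene of heads labelled dATF-2KO (highest other 2, 16 splits as large). For the 0 higher genes there (limma, 1041 at an unadjusted p under 0.05, highest other 2), each of the 100 splits is as large by construction, so the splits say nothing of chance. Nor can chance be excluded for the number of lists called, 13 in other parts with dATF-2KO fathers (highest other 21, 21 splits), 4 in w1118 heads (highest other 10, 50 splits) and 7 in heads labelled dATF-2KO (highest other 13, 19 splits).

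In the authors' deposited table of heads labelled dATF-2KO, the FDR column differs from the Benjamini-Hochberg values of the table's own p-values by more than 1e-06 for each gene, and its 14248 values, once sorted, equal those of the w1118 head table. By the q-values of the authors' deposited table, 352 genes were higher and 1370 lower by at least 1.4-fold in other parts with w1118 fathers, with no filter on level. The share of unchanged genes (pi0) in the authors' deposited tables was 0.373 there, 0.851 in other parts with dATF-2KO fathers, 0.771 in w1118 heads and 0.863 in heads labelled dATF-2KO.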
